# Chemical Genetics Approach Identifies Abnormal Inflorescence Meristem 1 as a Putative Target of a Novel Sulfonamide That Protects Catalase2-Deficient *Arabidopsis* against Photorespiratory Stress

**DOI:** 10.3390/cells9092026

**Published:** 2020-09-02

**Authors:** Tom van der Meer, Arno Verlee, Patrick Willems, Francis Impens, Kris Gevaert, Christa Testerink, Christian V. Stevens, Frank Van Breusegem, Pavel Kerchev

**Keywords:** H_2_O_2_ signaling, chemical genetics, catalase2-deficient *Arabidopsis*, photorespiration, abnormal inflorescence meristem 1

## Abstract

Alterations of hydrogen peroxide (H_2_O_2_) levels have a profound impact on numerous signaling cascades orchestrating plant growth, development, and stress signaling, including programmed cell death. To expand the repertoire of known molecular mechanisms implicated in H_2_O_2_ signaling, we performed a forward chemical screen to identify small molecules that could alleviate the photorespiratory-induced cell death phenotype of *Arabidopsis* *thaliana* mutants lacking H_2_O_2_-scavenging capacity by peroxisomal catalase2. Here, we report the characterization of pakerine, an *m*-sulfamoyl benzamide from the sulfonamide family. Pakerine alleviates the cell death phenotype of *cat2* mutants exposed to photorespiration-promoting conditions and delays dark-induced senescence in wild-type *Arabidopsis* leaves. By using a combination of transcriptomics, metabolomics, and affinity purification, we identified abnormal inflorescence meristem 1 (AIM1) as a putative protein target of pakerine. AIM1 is a 3-hydroxyacyl-CoA dehydrogenase involved in fatty acid β-oxidation that contributes to jasmonic acid (JA) and salicylic acid (SA) biosynthesis. Whereas intact JA biosynthesis was not required for pakerine bioactivity, our results point toward a role for β-oxidation-dependent SA production in the execution of H_2_O_2_-mediated cell death.

## 1. Introduction

Numerous biochemical reactions involve electron transfers and are, thus, highly susceptible to alterations in the cellular redox potential. Increased levels of reactive oxygen species (ROS) have a profound impact on the molecular destiny of redox-active compounds. Whereas elevated ROS levels trigger oxidative damage, their moderate temporal and spatial fluctuations also allow for the execution of redox-based signaling relays that orchestrate growth, development, and defense [1,2]. An extensive network of enzymatic and non-enzymatic antioxidants further modulates these signaling pathways and also prevents the toxic accumulation of ROS [3]. Among the different ROS types, the relatively low reactivity and stability of H_2_O_2_ and its ability to cross membranes make it an excellent signaling molecule [4,5]. These signaling capacities are nicely demonstrated by perturbations of H_2_O_2_ levels that trigger extensive transcriptional rearrangements [6,7]. H_2_O_2_ oxidizes proteinaceous cysteinyl thiols to sulfenic acid, also known as *S*-sulfenylation, thereby affecting the protein conformation and functionality and affecting signaling pathways [8,9]. Sulfenylation and subsequent disulfide bond formation, for example, regulate jasmonic acid (JA) signaling through the inhibition of cyclophylin 20-3 (CYP20-3), the receptor of the JA precursor 12-oxophytodienoic acid (OPDA) [10,11]. H_2_O_2_-mediated cysteine oxidation in the DNA-binding motif of the transcription factor brassinazole-resistant1 (BZR1) implicated in brassinosteroid (BR) signaling enhances its transcriptional activity and promotes cell elongation [12]. Exogenous H_2_O_2_ oxidizes cysteine residues in mitogen-activated protein kinase2 (MAPK2), MAPK4, and MAPK7, activating the MAPK signaling cascade, an important signal transduction pathway in abiotic and biotic stress perception [9].

Substantial amounts of H_2_O_2_, potentially as high as 100 μM·s^−1^, are generated in the peroxisomes of photosynthetic tissues during the process of photorespiration as a byproduct of glycolate oxidation to glyoxylate by glycolate oxidase (GOX) [13]. Photorespiration is tightly intertwined with photosynthetic metabolism, and an increase in irradiance or O_2_ partial pressure inevitably results in higher rates of RuBisCO oxygenation, the initial step in the photorespiratory pathway [14]. Photorespiratory H_2_O_2_ levels are safeguarded by the enzymatic activity of catalases, and plant catalase mutants (*cat*) exposed to photorespiration-promoting conditions display a range of morphological and cell death-related phenotypes accompanied by a distinct transcriptional reprogramming and perturbation of the cellular redox homeostasis [15,16]. Catalase-deficient mutants were essential experimental model systems to identify H_2_O_2_-responsive genes and interacting signal transduction pathways, such as JA and salicylic acid (SA) signaling [17,18]. Genetic evidence for the requirement of SA accumulation for lesion formation in *Arabidopsis cat2* mutants was obtained by introducing a mutation in the SA biosynthesis enzyme isochorismate synthase1 (*sid2*) in the *cat2* background. The inability of *cat2 sid2* double mutants to increase SA levels under photorespiratory stress also abolished H_2_O_2_-induced lesion formation [19]. Similarly, impaired SA accumulation due to a mutation in the glutathione synthesis pathway (*cad2*) led to significantly reduced lesion formation under photorespiration-promoting conditions in the *cat2 cad2* double mutants [20]. Moreover, the expression of JA signaling marker genes is dependent on H_2_O_2_-induced glutathione accumulation [18]. Catalase-deficient mutants that lack the NADPH-generating cytosolic enzymes isocitrate dehydrogenase1 and 2 displayed increased lesion formation and impaired rosette growth, providing additional evidence for H_2_O_2_ signaling through glutathione since NADPH is an essential co-factor in the reduction of oxidized glutathione [21]. More than 50 genetic combinations of *cat2* with mutants affected in hormonal signaling, redox homeostasis, and cell death-related pathways were generated to systematically explore signaling cascades interacting with H_2_O_2_ [22]. Double mutant combinations with alleles defective in ascorbic acid synthesis (*cat2 vtc1* and *cat2 vtc2*) displayed decreased survival rates under conditions promoting photorespiration, whereas *cat2* mutants affected in the synthesis of the biologically active JA-isoleucine (*cat2 jar1*) and auxin signaling (*cat2 axr1 sgt1b*) performed better. The above described double and triple mutants were generated in a targeted and biased manner, thus limiting the possibility to discover conceptually new players in H_2_O_2_ signaling. Further efforts made use of forward genetics to isolate second-site mutations which can alleviate the photorespiratory phenotype of *cat2* mutants. This approach revealed a non-redundant function of the two highly similar GOX isoforms GOX1 and GOX2 in photorespiration [23]. It also led to the unbiased identification of a mutation in the transcription factor short-root (SHR), an important developmental regulator, providing a link between stress responses and plant development [24]. Together, these genetics approaches revealed the complexity of H_2_O_2_ signaling and its interplay with signal transduction pathways that regulate growth, development, and defense.

Forward genetics approaches are often limited by functional redundancy caused by gene duplication or embryo lethality for essential genes [25]. For example, the genetic dissection of the mechanism behind abscisic acid (ABA) perception failed to identify any receptor proteins. Ultimately, a chemical biology approach led to the discovery of the pyrabactin resistance (PYR/PYL) receptor proteins [26]. Small molecules can sidestep the limitations of a forward genetics approach since they can be applied in a dose-dependent manner, at selected developmental stages, and they have the potential to target multiple proteins or a protein family. For example, the small molecule bikinin inhibits seven out of the 10 *Arabidopsis* glycogen synthase kinase 3 (GSK3s), and it was used as a tool to study BR signaling [27]. Apart from their potential to deliver new biological insights, small molecules have a substantial applied potential and can be developed into agrochemicals [28].

Here, we characterized the bioactivity of pakerine, a small molecule from the *m*-sulfamoyl benzamide family that alleviates the photorespiratory-induced cell death phenotype of *Arabidopsis cat2* mutants and delays dark-induced senescence in wild-type *Arabidopsis* leaves. Using a combination of omics approaches and biochemical affinity purification, we identified the peroxisomal 3-hydroxyacyl-CoA dehydrogenase abnormal inflorescence meristem (AIM1) as its putative protein target.

## 2. Materials and Methods

### 2.1. Plant Material and Growth Conditions

*Arabidopsis thaliana* Columbia-0 (Col-0) and *Nicotiana tabacum* (SR1) were used as wild-type control plants. The following mutant lines were reported previously: *cat2-2* (SALK_057998 [15]) and *aim1-2* (SALK_023469 [29]), *cat2-1 jar1* and *cat2-1 aos* [22], and *Ntcat1* [30]. Double *cat2-2 aim1-2* were generated by crossing *cat2-*2 (pollen acceptor) with *aim1-2* (pollen donor). F2 segregating populations were screened for double mutants by PCR genotyping using respective primers (Table S1, Supplementary Materials). Wild-type PSB-L *Arabidopsis thaliana* cells (*Landsberg erecta* (*Ler*) [31]) were used as input material for the affinity purification experiments.

For photorespiratory stress treatment, seeds were surface-sterilized by chlorine gas fumigation and cold-treated at 4 °C for four days prior to germination in transparent polystyrene 96-well plates. Plants (five seeds/well) were grown in liquid half-strength Murashige and Skoog (½ MS) medium (1.07 g/L Murashige and Skoog basal salts, 0.5 g/L 2-(*N*-morpholino)ethanesulfonic acid (MES), 0.25 g/L *myo*-inositol, 0.5% *w*/*v* sucrose; pH 5.7, 200 µL/well) under controlled long-day (LD) conditions (16 h/8 h light/dark, 100 µmol·m^−2^·s^−1^ light intensity, 21 °C, 70% relative humidity). After seven days, the original medium was removed and replaced with ½ MS medium supplemented with different concentrations of pakerine (from a 20 mM stock prepared in dimethyl sulfoxide (DMSO)). Control plants received mock treatment with corresponding amounts of DMSO. Photorespiratory stress was triggered four days after media replacement by sealing the plates with four layers of Parafilm^®^ M (Bemis Flexible Packaging, USA) and exposure to continuous light conditions (24 h light, 100 µmol·m^−2^·s^−1^ light intensity, 21 °C, 70% relative humidity).

To analyze the effect of pakerine on *Arabidopsis* growth, seeds were surface-sterilized by chlorine gas fumigation and cold-treated at 4 °C for four days before germination on agar-solidified 1/2 MS medium (1.07 g/L Murashige and Skoog basal salts, 0.5 g/L 2-(*N*-morpholino)ethanesulfonic acid (MES), 0.25 g/L *myo*-inositol, 0.5% *w*/*v* sucrose, 0.8% Phyto-agar; pH 5.7) supplemented with different amounts of pakerine (0.5–50 μM). Plants were grown under LD conditions (16 h/8 h light/dark, 100 µmol·m^−2^·s^−1^ light intensity, 21 °C, 70% relative humidity). Rosette size projections were quantified using a custom-designed ImageJ macro. Root length was analyzed using the ImageJ plugin NeuronJ [32].

Dark-induced senescence was performed on detached leaves (leaves three and four) of four-week-old *Arabidopsis* seedlings grown under long-day conditions (16 h/8 h light/dark, 100 µmol·m^−2^·s^−1^ light intensity, 21 °C, 70% relative humidity). Leaves were floated, abaxial side down, in liquid 1/2 MS medium (1.07 g/L Murashige and Skoog basal salts, 0.5 g/L 2-(*N*-morpholino)ethanesulfonic acid (MES), 0.25 g/L *myo*-inositol, 0.5% *w*/*v* sucrose; pH 5.7) supplemented with pakerine or DMSO. Leaves were placed in the dark for seven days at 21 °C to provoke dark-induced senescence.

### 2.2. Chlorophyll Fluorescence

Photosystem II (PSII) maximum efficiency (F_v_’/F_m_’) was monitored daily using the Imaging-PAM MAXI-series chlorophyll fluorescence system (PAM) (Heinz Walz, Effeltrich, Germany. F_v_’ is calculated by subtracting the baseline fluorescence (F_o_’) emitted by PSII, from the maximum fluorescence (F_v_’) emitted from PSII after applying a saturated pulse of actinic light (wavelength 450 nm, intensity 2800 μmol·m^−2^·s^−1^, time 1 s). F_v_’/F_m_’ is a calculated as (F_m_’ − F_o_’)/F_m_’. The F_v_’/F_m_’ parameter is visualized spatially with Imaging-Win software using a false color rainbow scale ranging from black (F_v_’/F_m_’ = 0) via red, yellow, orange, green, and blue to purple (F_v_’/F_m_’ = 1).

### 2.3. Metabolite Profiling

Wild-type *Arabidopsis* seedlings were grown vertically on 1/2 MS medium supplemented with 1 μM pakerine or DMSO under controlled long-day conditions (16 h/8 h light/dark). Three weeks post germination, whole seedlings were harvested, freeze-dried, and processed at Metabolon (https://www.metabolon.com) using proprietary methods for sample extraction and gas chromatography (GC)/liquid chromatography (LC)–mass spectrometry (MS) analysis. Briefly, samples were prepared using Hamilton MicroLab STAR^®^ liquid handling system, divided into two fractions, and the organic solvent was removed on a TurboVap^®^ (Zymark). Samples were then frozen and dried under vacuum. The samples for GC–MS analysis were re-dried under vacuum desiccation for a minimum of 24 h prior to being derivatized under dried nitrogen using bistrimethyl-silyl-triflouroacetamide (BSTFA). A 16-min temperature gradient, ramping from 40 to 300 °C, on a 5% phenyl column was used. The samples were analyzed on a Thermo-Finnigan Trace DSQ fast-scanning single-quadrupole mass spectrometer using electron impact (EI) ionization. For LC–MS analysis, the sample extract was split into two aliquots, dried, and then reconstituted in acidic or basic LC-compatible solvents, containing injections standards at fixed concentrations. The corresponding aliquots were analyzed in positive and negative ionization mode using separate dedicated columns. The acidified aliquots were eluted using water and methanol both containing 0.1% HCOOH. The basic aliquots were eluted with water/methanol containing 6.5 mM NH_4_HCO_3_. The samples were analyzed on Waters ACQUITY UPLC and a Thermo-Finnigan LTQ mass spectrometer, which consisted of an electrospray ionization (ESI) source and linear ion-trap (LIT) mass analyzer. The MS analysis alternated between MS and data-dependent MS2 scans using dynamic exclusion. Raw data were extracted, peak-identified, and QC processed. Compounds were identified by comparison to library entries of purified standards using retention index, nominal mass (±0.4 amu), and MS/MS.

### 2.4. Transcriptome Profiling

#### 2.4.1. ATH1 Microarray Analysis

*Arabidopsis* Col-0 seedlings were grown in liquid MS medium (0.2% sucrose, pH 5.7) in a 24-well plate set up under constant environmental conditions (16 h/8 h light/dark, 100 μmol·m^−2^·s^−1^ light intensity, 22 °C). After seven days, the original medium was replaced with medium supplemented with 5 μM pakerine (20 mM stock in DMSO). Control plants received mock treatment with corresponding amounts of DMSO. After 24 h, seedlings from individual wells were pooled to obtain three replicates for the treated and control group, snap-frozen in liquid nitrogen, and used to extract RNA with the RNeasy Plant Mini Kit (Qiagen). Gene expression profiles were analyzed using Affymetrix *Arabidopsis* ATH1 genome arrays following standard protocols. Quality control and robust multi-array average (RMA) normalization were performed using the R package *affy*. Fold-change differences and *p*-values adjusted for false discovery rate were obtained with the R packages *limma* and *qvalue*, respectively. A cut-off of *p*-value ≤ 0.05 and log 2 expression ratio ± 1 was adopted. The gene expression data were deposited in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE155026.

#### 2.4.2. RNA Sequencing

*Arabidopsis cat2* seedlings were grown in liquid ½ MS medium for seven days in LD conditions, after which the original medium was replaced with medium containing 10 μM pakerine or equal amounts of DMSO. Non-stressed plants were harvested after four days of incubation in LD conditions. Photorespiratory stressed plants were harvested after an additional two days of photorespiratory stress. Three biological replicates per treatment were collected (100 mg leaf material/replicate), snap-frozen, and ground to a fine powder. Total RNA was isolated using the Spectrum^TM^ Plant Total RNA Kit (Sigma-Aldrich, St. Louis, MO, USA). Library preparation and sequencing was performed by the VIB Nucleomics Core (www.nucleomics.be). The samples were analyzed on an Illumina NextSeq 500. In total, approximately 30 million 75-bp single-end reads per sample were generated. Adapter sequences and low-quality base pairs (length below 20 bp) were trimmed with Trim Galore v0.3.3 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), retaining high-quality reads of at least 50 bp in length. Quality-filtered reads were aligned to the TAIR10 *Arabidopsis* reference genome using the spliced aligner TopHat2 v2.1.0. The number of reads per gene was quantified with the feature “Counts” function as implemented in the Subread package v1.4.6. Reads mapping to genes annotated as ribosomal RNA (rRNA), transfer RNA (tRNA), and other RNA forms (TAIR10 annotation) were not considered for further analysis. Differentially expressed genes were identified with the R v3.1.2 software package edgeR [33]. Genes with expression values greater than 0.12 CPM (count per million, corresponding to five read counts) in at least three samples were retained. TMMnormalization was applied using the calcNormFactors function. Variability in the dataset was assessed with a MDSplot employing the 3000 top genes to calculate pairwise distances. False discovery rate adjustments of the *p*-values were determined with the method described by Benjamini and Hochberg. Venn diagrams were made using an online tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). Hierarchical clustering and heat maps were generated using MultiExperiment Viewer v4.9. Gene ontology (GO) enrichment analysis was performed using AgriGO (http://bioinfo.cau.edu.cn/agriGO/). The gene expression data were deposited in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE155105.

### 2.5. Structure–Activity Relationship Analysis

Pakerine analogues were synthesized according to the method described by Verlee et al. [34]. Briefly, a continuous-flow method was developed to increase the chemoselectivity and reduced production time allowing for quicker production of chemical libraries with higher purity. *Cat2* plants were grown in liquid cultures in 96-well plates as described above and treated with different concentrations of the analogues (0.1–150 μM). PSII maximum efficiency (F_v_’/F_m_’) was monitored daily using the Walz Imaging-PAM system from the moment the chemicals were administered to the plants.

### 2.6. Affinity Purification

*A. thaliana* PSB-L cell suspension cultures were grown until log-phase (approximately three days) before harvesting and frozen at −70 °C. After grinding to powder (500 mg), proteins were extracted from cells in extraction buffer (EB) (25 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% NP-40, 1 Complete Ultra Mini EDTA-free tablet (Roche)/10 mL EB) in a 1:2 *w*/*v* ratio. All steps were carried out on ice or at 4 °C unless stated otherwise. After vigorous mixing, the suspension was incubated on ice for 25 min. Cell debris was removed by centrifuging at 20,200 rcf for 25 min. Supernatant was transferred to a new tube and centrifuged for an additional 15 min at 20,200 rcf. Next, protein content was determined by Bradford assay. Protein content of approximately 3 mg/mL was used for the experiment. Streptavidin-coated beads were incubated with cell lysate to remove endogenous biotin. Then, 100 µL of Streptavidin-coated beads were washed three times with 500 µL of wash buffer (WB) (25 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% NP-40) by inverting them several times followed by a spin down of 1 min at 1400 rcf. A fourth washing step was done with 500 µL of EB. The washed beads were incubated with 500 µL of cell lysate for 2 h on a rotating wheel. After 2 h, the beads were removed by spinning the cell lysate at 1400 rcf for 1 min. The cell lysate was subsequently diluted two-fold with EB. Two 100-µL aliquots of Streptavidin beads were first washed in a similar fashion to that described above: three washes with WB followed by one wash with EB. Beads were resuspended in 500 µL of EB. To one aliquot, the biotinylated pakerine analog SA-004 (BSA-004) was added to a final concentration of 50 µM. To the second aliquot, Biotin-PEG (BPEG) was added to a final concentration of 50 µM, which served as a control treatment. Both mixes were incubated for 1 h at room temperature on a rotating wheel. After 1 h, the supernatant was removed after centrifugation (1 min, 1400 rcf, 4 °C). Then, 500 µL of the de-biotinylated cell lysate was mixed with each aliquot of the streptavidin-capturing beads and incubated for 2 h at room temperature on a rotating wheel. After 2 h, the mix was transferred to mobicol affinity chromatography columns (MoBiTec GmbH, Göttingen, Germany) for washing and elution from streptavidin beads. Streptavidin beads were washed with 2.5 mL of EB. Next, the beads were washed with 800 µL of 50 mM NH_4_HCO_3_ pH 8.0. After removal of all the wash buffer, 200 µL of 50 mM NH_4_HCO_3_ pH 8.0 and 4 µL (20 ng/µL) of Trypsin/LysC were added to the beads and incubated overnight in an Eppendorf shaker at 37 °C, 600 rpm. After overnight trypsin digest, an additional 2 µL (20 ng/µL) of Trypsin/LysC (Promega, Madison, WI, USA) was added, and the beads were incubated for two more hours in the shaker at 37 °C, 600 rpm. Finally, the beads were spun down, and the flow-through containing the digested peptides was collected. Peptides were eluted from the columns by two washes with 150 µL of mass spec-grade water. The flow-throughs per sample were collected and combined. Finally, the samples were dried in the speedvac and stored at −20 °C until further mass spectrometry analysis.

### 2.7. Mass Spectrometry and Data Analysis

The obtained peptide mixtures were analyzed using a Q Exactive mass spectrometer (Thermo Fisher Scientific, Bremen, Germany) connected to an Ultimate 3000 RSLC nano liquid chromatography system (Thermo Fisher Scientific). The sample mixture was first loaded on a trapping column (made in-house, 100 μm internal diameter (I.D.) × 20 mm, 5-μm beads C18 Reprosil-HD, Dr. Maisch, Ammerbuch-Entringen, Germany). After flushing from the trapping column, the sample was loaded on an analytical column (made in-house, 75 μm I.D. × 150 mm, 5 μm beads C18 Reprosil-HD, Dr. Maisch) packed in the needle (PicoFrit SELF/P PicoTip emitter, PF360-75-15-N-5, New Objective, Woburn, MA, USA). Peptides were loaded with loading solvent (0.1% trifluoroacetic acid (TFA) in water) and separated with a linear gradient from 98% solvent A’ (0.1% formic acid in water) to 40% solvent B′ (0.1% formic acid in water/acetonitrile, 20/80 (*v*/*v*)) in 30 min at a flow rate of 300 nL/min. This was followed by a 5 min wash reaching 99% solvent B’. Two packing columns and two analytical columns were configured in tandem LC mode, and switching between two flow paths—an analysis flow path and a regeneration flow path—allowed column washing and re-equilibration off-line; thus, while one column was re-equilibrated, the system injected a sample on the other column. The mass spectrometer was operated in data-dependent, positive ionization mode, automatically switching between MS and MS/MS acquisition for the 10 most abundant peaks in a given MS spectrum. The source voltage was 3.4 kV, and the capillary temperature was 275 °C. One MS1 scan (*m*/*z* 400–2000, AGC target 3 × 10^6^ ions, maximum ion injection time 80 ms) acquired at a resolution of 70,000 (at 200 *m*/*z*) was followed by up to 10 tandem MS scans (resolution 17,500 at 200 *m*/*z*) of the most intense ions fulfilling predefined selection criteria (AGC target 5 × 10^4^ ions, maximum ion injection time 60 ms, isolation window 2 Da, fixed first mass 140 *m*/*z*, spectrum data type: centroid, underfill ratio 2%, intensity threshold 1.7 × 10^4^, exclusion of unassigned, 1, 5–8, >8 charged precursors, peptide match preferred, exclude isotopes on, dynamic exclusion time 20 s). The HCD collision energy was set to 25% normalized collision energy, and the polydimethylcyclosiloxane background ion at 445.120025 Da was used for internal calibration (lock mass).

Raw data files from the LC–MS/MS analysis were processed using MaxQuant (ver. 1.5.7.0), followed by statistical analysis in Perseus (ver. 1.5.6.0). MaxQuant parameters used for analysis can be found in Table S2 (Supplementary Materials).

## 3. Results

### 3.1. Two m-Sulfamoyl Benzamides Alleviate the Photorespiratory Phenotype of Arabidopsis cat2-2 Mutants

In a previously reported forward chemical screen, we identified 34 small molecules that could alleviate the cell death phenotype of *cat2-2* mutants under photorespiration-promoting conditions [35]. Briefly, one-week-old *cat2-2* seedlings grown in a 96-well plate set-up were screened with 10,000 molecules (50 µM) from the ChemBridge’s DIVERSet chemical library under photorespiratory stress. Photorespiratory stress was imposed by restricting gas exchange between the plate and the environment with exposure to continuous light (Figure 1A). This combination gradually depletes the CO_2_ levels within the plate, thereby leading to increased rates of RuBisCO oxygenation that fuels the photorespiratory pathway [24,36]. Plants lacking catalase (*cat2-2*) cannot adequately process photorespiratory H_2_O_2_ and display a cell death phenotype within seven days of the onset of photorespiratory stress. We used the chlorophyll fluorescence parameter photosystem II maximum efficiency (F_v_’/F_m_’) as a proxy for stress sensitivity. Typically, F_v_’/F_m_’ decreases rapidly in *cat2-2* mutant plants exposed to photorespiratory stress compared to wild-type plants that display relatively stable F_v_’/F_m_’ values over time. Small molecules that could alleviate the stress sensitivity caused by the photorespiratory stress and led to the attenuation of cell death were retained as hit compounds (Figure 1A) [35].

Two of these shared a characteristic *m*-sulfamoyl-benzamide moiety, suggesting a common mode of action (Figure 1B). Due to its more advantageous chemical properties for synthesis of structural analogues, we prioritized 3-(1-azepanylsulfonyl)-*N*-(2,3-dihydro-1,4-benzodioxin-6-yl)benzamide (further referred to as pakerine) for subsequent analysis. First, we assessed the ability of pakerine to alleviate photorespiratory stress in a dose-dependent manner. Therefore, *cat2-2* seedlings were treated with a range of pakerine concentrations (100 nM–150 µM) and exposed to photorespiratory stress. While no stress-alleviating effects were detected below 10 µM, concentrations from 10 µM to 150 µM significantly attenuated the F_v_’/F_m_’ decline observed in mock-treated *cat2-2* control plants exposed to photorespiratory stress (Figure 1C).

To investigate whether the stress-protective effect of pakerine can be observed outside the context of the model system *Arabidopsis*, we treated tobacco (*Nicotiana tabacum*) plants lacking catalase1 (*Ntcat1*), the homolog of *Arabidopsis CAT2* [30]. *Ntcat1* mutants displayed a comparable F_v_’/F_m_’ decline upon exposure to photorespiratory stress as *Arabidopsis cat2-2* mutant plants (Figure S1, Supplementary Materials). Pakerine at concentrations from 5 µM to 150 µM alleviated the F_v_’/F_m_’ drop observed in *Ntcat1* mutants under conditions promoting photorespiration suggesting that pakerine’s mode of action is similar in different plant species.

### 3.2. Pakerine Treatment Results in Distinct Transcriptome Rearrangement upon Photorespiratory Stress

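The cat2-2 mutant lacks functional CAT2, the peroxisomal catalase that removes H2O2 formed during photorespiration. Leaf RNA of cat2-2 seedlings was sequenced in 4 groups of 3 biological replicates, which made 12 libraries. The seedlings grew in liquid medium, and on day 7 the medium was replaced by medium with 10 µM pakerine or with the solvent DMSO. The non-stressed groups, DMSO and Pakerine, were harvested 4 days later in days of 16 h of light. The stressed groups, Stress and Stress + Pakerine, were harvested after 2 further days in sealed plates under 24 h of light per day, so that age and day length differ together with the stress. CAT2 (AT4G35090) transcripts were counted in every group: the authors' deposited table lists a mean of 19.5 CPM in DMSO, 76.1 CPM in Stress, 37.2 CPM in Pakerine and 108 CPM in Stress + Pakerine. All 4 groups were cat2-2, so that none of the comparisons involves wild-type plants. For 6 of the 12 libraries the title and the treatment fields of the sample labels name different groups, whereas the headings of the authors' deposited table name the groups themselves and were used here. According to the methods, single-end reads of 75 bases were trimmed with Trim Galore, aligned to TAIR10 with TopHat2 and counted per gene with featureCounts, and reads of rRNA and tRNA genes were not considered. The authors kept genes above 0.12 CPM in 3 or more samples, normalized the counts by TMM and fitted them with edgeR. The authors' deposited table covers 21882 genes with the mean CPM of each group and the log2 fold change, p-value and false discovery rate (FDR) of 4 pairwise comparisons and of the interaction of pakerine and stress. It gives group means, so that values per library and their SD were not used here, and each log2 fold change is given with the FDR of the authors' edgeR test. The smallest steps between low mean CPM values returned the counted reads of each library, from 28472237 to 30512851 in DMSO, from 30391420 to 33321288 in Stress, from 29012118 to 33512707 in Pakerine and from 29558343 to 32644275 in Stress + Pakerine. At this depth a gene with 1 read in 1 library has a group mean between 0.00995 and 0.0117 CPM. The FDR recomputed from the p-values differed from the listed one by less than 1e-06 for all 21882 genes in each comparison. Members of 26 gene lists, fixed before the data were examined, were counted as higher or lower at an FDR of at most 0.05, both with the FDR over all genes and with p-values adjusted over the list alone, and each list was tested as a set with limma's cameraPR.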

To probe for molecular pathways underpinning the stress alleviation effect of pakerine, we monitored the transcriptome in mock and pakerine-treated (10 µM) *cat2-2* plants, before and after exposure to 48 h of photorespiratory stress. In a multidimensional scaling plot, differentially expressed genes were clearly separated into four discrete clusters according to pakerine treatment (*y*-axis) and photorespiratory stress (*x*-axis), indicating that both conditions have a specific effect on global gene expression (Figure 2A).

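Some genes moved mainly with stress and others mainly with pakerine. PR1 (AT2G14610), a marker of SA signaling, and ELIP2 (AT4G14690), an early light-induced protein, rose with stress by log2 fold changes of 7.77 (FDR = 5.4e-131) and 5.41 (FDR = 4.4e-56) in the authors' deposited table. With pakerine alone, the authors' deposited table lists log2 fold changes of -0.12 (FDR = 0.91) for PR1 and 0.95 (FDR = 0.060) for ELIP2, whereas under stress pakerine lowered PR1, with a log2 fold change of -1.46 (FDR = 5.2e-10). Of the 20 SA response genes, 3 fell in that comparison, PR1, PR2 and UGT74F2, 1 rose, PR5, and 16 did not pass an FDR of 0.05 (3 and 1 when adjusted over the list alone, adjusted p = 0.574 as a set with limma's cameraPR). AIR1 (AT4G12550), an auxin-induced gene of roots, rose with pakerine by a log2 fold change of 3.81 (FDR = 2.6e-21) and had one of -0.21 (FDR = 0.65) with stress in the authors' deposited table. From these fold changes, the distance between each pair of group means was computed as the root mean square log2 fold change over the 3000 genes that differed most within the pair. DMSO lay 1.68 from Stress, 1.37 from Pakerine and 1.91 from Stress + Pakerine. Stress and Pakerine were the pair farthest apart, at 2.13. Within the pakerine-treated plants stress made a distance of 1.71, and within the stressed plants pakerine made a distance of 1.46. Multidimensional scaling of these distances placed 56.6% of the variance on a dimension that separated Stress (0.957) and Stress + Pakerine (0.595) from DMSO (-0.586) and Pakerine (-0.967). The dimension with 34.8% separated Pakerine (0.426) and Stress + Pakerine (0.790) from DMSO (-0.716) and Stress (-0.499). The distances rest on group means, so that the spread of the libraries within a group is not part of them.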

Photorespiratory stress altered the expression levels of 1688 genes in mock-treated *cat2-2* plants, whereas pakerine affected the levels of 1025 genes under control conditions (|log_2_ fold change (FC)| ≥ 1; false discovery rate (FDR) ≤ 0.01; Figure 2B; Table S3, Supplementary Materials). 

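Stressed mock-treated cat2-2 plants had higher transcripts of SA signaling, detoxification, senescence and photorespiration than DMSO plants, and lower ones of cell division. Their 2 further days of growth and 24 h of light per day are not separated from the stress in this comparison. Of 20 SA response genes, 17 rose and 0 fell, and of 11 SA biosynthesis genes 8 rose and 0 fell, with the same counts when adjusted over the list alone. SARD1 (AT1G73805), a transcription factor that activates SA synthesis, rose by a log2 fold change of 2.66 (FDR = 1.8e-42) and ICS1 (AT1G74710), the isochorismate synthase, by 1.64 (FDR = 2.0e-12) in the authors' deposited table. Of 31 genes of xenobiotic detoxification, 29 rose and 1, GSTU25, fell (29 and 1 when adjusted over the list alone), and the rising ones include the glutathione transferases GSTU4 (log2 2.16, FDR = 3.6e-49) and GSTF2 (log2 1.42, FDR = 3.1e-43) in the authors' deposited table. Among 22 senescence genes, 16 rose and 1, SAG21, fell (16 and 1 when adjusted over the list alone), and SAG13 had a log2 fold change of 5.16 (FDR = 1.5e-64) in the authors' deposited table. Photorespiration genes rose in 14 of 23 cases and fell in 2, GDCH2 and DIT1 (15 and 2 when adjusted over the list alone), and GLDP1, a subunit of glycine decarboxylase, had a log2 fold change of 1.44 (FDR = 4.2e-27) in the authors' deposited table. CAT2, the gene mutated in all plants here, is among the members that rose, and this list was not tested without it. All 14 cell division genes fell, also when adjusted over the list alone, and the authors' deposited table lists log2 fold changes of -1.46 (FDR = 1.3e-18) for CYCB1.2 and -1.45 (FDR = 1.5e-20) for KNOLLE, a syntaxin of the forming cell plate. As sets, these lists differed from the other genes with adjusted p = 5.7e-23 for SA response, 6.3e-08 for SA biosynthesis, 1.3e-14 for detoxification, 1.4e-06 for senescence, 0.000198 for photorespiration and 2.9e-09 for cell division (limma's cameraPR, preset correlation of 0.01). Of the genes called at the paper's thresholds, 1136 were higher and 552 lower in the authors' deposited table. With no fold minimum, 4401 were higher and 4352 lower at an FDR of at most 0.05. MIOX4, a myo-inositol oxygenase, had the lowest value among the called genes that average at least 1 on the log2 CPM scale, with a log2 fold change of -2.76 (FDR = 2.9e-25) in the authors' deposited table. Called genes with an average of less than 1 CPM over the 4 groups numbered 396.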

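With pakerine under control conditions, auxin response genes were higher together with class III peroxidases, suberin genes and markers of root cells. A larger share of root tissue in the pakerine samples was not excluded as a source. Of 18 auxin response genes, 14 rose and 0 fell (15 and 0 when adjusted over the list alone). GH3.3 (AT2G23170) and GH3.2 (AT4G37390), which conjugate auxin to amino acids, rose by log2 fold changes of 2.64 (FDR = 1.0e-38) and 1.97 (FDR = 8.3e-33), and IAA17, an auxin response repressor, by 1.50 (FDR = 9.9e-34) in the authors' deposited table. Of 41 class III peroxidases, 21 rose and 0 fell (22 and 0 when adjusted over the list alone), and of 12 suberin genes 8 rose and 0 fell (9 and 0 when adjusted over the list alone). PER23 had a log2 fold change of 2.23 (FDR = 1.9e-23) and FAR4, a fatty acyl reductase of suberin synthesis, one of 1.82 (FDR = 4.7e-08) in the authors' deposited table. Root cell markers moved with these groups, although the RNA was from leaf material: 11 of 18 rose and 1, WOX5, fell (12 and 1 when adjusted over the list alone). The root hair gene PRP3 rose by a log2 fold change of 1.71 (FDR = 1.5e-05), while WOX5, a gene of the root stem cell niche, fell by 0.95 on the log2 scale (FDR = 0.014) in the authors' deposited table. The set tests gave adjusted p = 4.2e-24 for auxin response, 8.5e-15 for class III peroxidases, 6.3e-07 for suberin and 1.1e-06 for root cell markers. In the authors' deposited table 905 of the called genes were higher with pakerine and 120 lower, and 405 of them averaged less than 1 CPM over the 4 groups. With no fold minimum, 2157 genes were higher and 1113 lower at an FDR of at most 0.05. The calls for pakerine and for stress shared 193 genes. Of these, 69 were higher in both, against 47.0 under independence, 19 were lower in both, against 3.03, and 105 moved in opposite directions. Across all genes, which are not independent replicates, the 2 sets of log2 fold changes had a Pearson correlation of 0.030 and a covariance of 0.0112. The shared DMSO libraries alone gave 0.535 and 0.0393 in 100 simulated draws without any effect. These draws had 0 genes called in both, but few calls are possible without effects, so that the number of shared calls that come from these controls stays open.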

Photorespiratory stress in pakerine pretreated plants showed a dramatic transcriptome reprogramming with 2520 differentially expressed genes (Figure 2B). 

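Plants that received both pakerine and stress carried most of the genes called higher with each treatment, and fewer of those called lower. Against DMSO, AT2G15020 rose by an estimated log2 fold change of 6.71 (estimated FDR = 2.3e-76), PR1 by 6.31 (5.5e-72) and AIR1 by 3.49 (9.3e-23), while DIN6, an asparagine synthetase induced by darkness, fell by 3.62 on the log2 scale (1.0e-26). This comparison was derived here: each log2 fold change is the sum of those for stress and for pakerine under stress, and its FDR comes from a normal approximation with a spread estimated from the authors' p-values. At the paper's thresholds 2424 genes were called, 2020 higher and 404 lower. Of these, 1175 were also called for stress, with 924 higher in both against 105 under independence, 209 lower in both against 10.2 and 42 in opposite directions. For pakerine alone the shared genes numbered 720, with 657 higher in both against 83.5 under independence, 30 lower in both against 2.22 and 33 in opposite directions, of which 31 were lower with pakerine alone and higher with both treatments. These pairs share the DMSO libraries, which in simulated draws without any effect gave correlations of 0.561 and 0.567 across genes, where 0.718 and 0.505 were observed, with covariances of 0.0394 and 0.0394 against 0.394 and 0.213. The 3 comparisons against DMSO had 155 called genes in common and 3204 in total, of which 684 were called for the combined treatment alone. The same approximation, applied to comparisons that the table does hold, called 1652 genes for stress, of which 1623 are among those of the authors, and 990 for pakerine, of which 970 are. On simulated data drawn from the model that it assumes, a weak test, it called 200 of 200 changed genes and 0 unchanged genes. The changed genes had a log2 fold change of 2 and at least 1 CPM in DMSO. Of the 2424 genes called for the combined treatment, 727 averaged less than 1 CPM. Within pakerine-treated plants, stress raised 19 of 20 SA response genes and lowered 0 (19 and 0 when adjusted over the list alone, adjusted p = 2.1e-30 as a set). WRKY54, a regulator of SA responses, rose there by a log2 fold change of 4.40 (FDR = 1.9e-74) and PCC1, a gene with 24.7% of its 75-base stretches also in another gene, by 7.73 (FDR = 1.1e-50) in the authors' deposited table. Auxin response genes fell in 15 of 18 cases and rose in 1, DAO1 (15 and 1 when adjusted over the list alone, adjusted p = 0.000193), and IAA19 fell by 0.73 on the log2 scale (FDR = 8.1e-05) in the authors' deposited table. Stress called 1135 genes higher and 330 lower in these plants in the authors' deposited table. Of those, 817 were also called higher in mock-treated plants, against 58.9 under independence, in groups that share no library.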

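Auxin response genes and root cell markers were higher with pakerine in stressed as in non-stressed plants, while few genes were called lower with it in both. Here too a larger share of root tissue was not excluded as a source. In stressed plants 11 of 18 auxin response genes rose and 0 fell (11 and 0 when adjusted over the list alone), and the authors' deposited table lists log2 fold changes of 1.46 (FDR = 1.2e-28) for IAA17 and 1.27 (FDR = 3.7e-13) for GH3.2. Root cell markers moved with them: 12 of 18 rose and 0 fell (12 and 0 when adjusted over the list alone), and COBL9, a root hair gene, had a log2 fold change of 2.86 (FDR = 9.4e-11) in the authors' deposited table. Suberin genes rose in 4 of 12 cases, FAR4, FAR5, ASFT and KCS2, and fell in 0 (6 and 0 when adjusted over the list alone). Carbon starvation genes fell in 14 of 18 cases and rose in 0 (15 and 0 when adjusted over the list alone), among them BCAT2, which degrades branched-chain amino acids, with a log2 fold change of -1.38 (FDR = 4.4e-06) and DIN6 with one of -1.48 (FDR = 0.00015) in the authors' deposited table. Of 22 senescence genes 9 fell and 0 rose (15 and 4 when adjusted over the list alone), and SEN1, which is induced in the dark, had a log2 fold change of -1.49 (FDR = 1.6e-06) in the authors' deposited table. These sets gave adjusted p = 7.0e-11 for auxin response, 8.4e-11 for root cell markers, 0.00889 for suberin, 1.6e-10 for carbon starvation and 1.9e-05 for senescence. Pakerine against mock treatment in stressed plants called 989 genes higher and 56 lower in the authors' deposited table. With no fold minimum, 2214 were higher and 927 lower at an FDR of at most 0.05. Of the 905 genes called higher with pakerine in non-stressed plants, 647 (71.5%) were also called higher in stressed plants, against 40.9 under independence, although the comparisons share no library. Their median log2 fold change was 1.56 without stress and 1.69 under stress, and AIR1 still had a log2 fold change of 3.71 (FDR = 9.7e-23) in the authors' deposited table. Of the 120 genes called lower without stress, 10 (8.33%) were also called lower under stress, against 0.307 under independence, 35 were lower and 9 higher at an FDR of at most 0.05, and the median went from -1.37 to -0.39. Of the 56 genes called lower under stress, 25 were lower and 0 higher without stress at an FDR of at most 0.05. The interaction passed an FDR of 0.01 for 24 of these 120 genes and for 4 of the 905. Across all genes, which are not independent replicates, the pakerine effects with and without stress had a Pearson correlation of 0.666 and a Spearman correlation of 0.478, against 0.003 and 0.001 in 100 simulated draws without any effect.

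**Figure D1:**
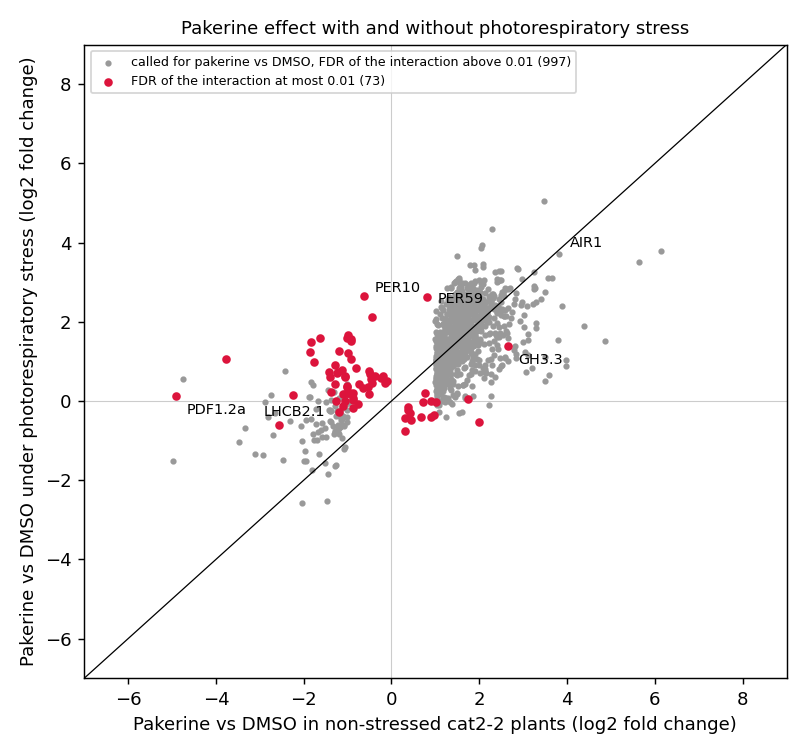
Log2 fold change of pakerine against DMSO in non-stressed plants (horizontal axis) and under photorespiratory stress (vertical axis) in the authors' deposited table, a point per gene, with the diagonal drawn as a line. Gray points are genes called for pakerine in non-stressed plants, and red points are the 73 genes with an FDR of the interaction of at most 0.01, of which AIR1, drawn in gray near the diagonal, is not one.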

The effect of photorespiratory stress mostly masked the pakerine-induced transcriptional changes (Figure 2C). Nevertheless, 73 transcripts responded to the photorespiratory stress in a pakerine-specific manner according to two-way (pakerine × photorespiratory stress) ANOVA (Figure 2D; Table S4, Supplementary Materials). 

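The 10 interacting genes with the lowest FDR are the light-harvesting genes LHCB2.1, LHCB1.1, LHCB2.3 and LHCB2.2, the clock genes LHY and CCA1, the starch synthase gene GBSS1 (AT1G32900), the defensin PDF1.2a, AT5G05600 and the peroxidase PER10. GBSS1 rose with stress by a log2 fold change of 2.22 (FDR = 1.1e-58) and fell with pakerine alone by 0.81 on the log2 scale (FDR = 2.5e-05), with an interaction of 1.64 (FDR = 1.6e-12) in the authors' deposited table. In non-stressed plants, pakerine lowered LHCB2.1 (AT2G05100) by a log2 fold change of -1.10 (FDR = 2.7e-25), LHCB1.1 (AT1G29920) by -1.25 (FDR = 1.4e-13) and the clock genes LHY (AT1G01060) by -1.39 (FDR = 7.1e-09) and CCA1 (AT2G46830) by -1.38 (FDR = 1.2e-09) in the authors' deposited table. Under stress, the same comparison lists 0.17 (FDR = 0.27) for LHCB2.1, 0.71 (FDR = 0.00021) for LHCB1.1, 0.60 (FDR = 1.6e-05) for LHY and 0.24 (FDR = 0.19) for CCA1 in the authors' deposited table. Their interaction values in the authors' deposited table are 1.27 (FDR = 6.1e-16), 1.96 (FDR = 1.3e-14), 2.00 (FDR = 1.6e-12) and 1.62 (FDR = 1.4e-08). LHCB2.1 shares 15.3% of its 75-base stretches with another gene. LHCB2.1 lies on chromosome 2 from 1822990 to 1824480 and LHY on chromosome 1 from 33365 to 37871 in the TAIR10.1 assembly. Of 40 nuclear photosynthesis genes, 6 had a positive interaction (9 when adjusted over the list alone), and of 22 clock genes 4 did, CCA1, LHY, LNK1 and LNK2 (7 when adjusted over the list alone), with 0 negative in either list. Pakerine alone lowered 14 and raised 3 photosynthesis genes, LHCB4.3, RBCS1B and RBCS2B (14 and 5 when adjusted over the list alone), a set result of adjusted p = 7.7e-06 that was not kept with ranks in place of z-values (adjusted p = 0.0667). It lowered 12 clock genes and raised 0 (12 and 0 when adjusted over the list alone, adjusted p = 3.1e-13), PRR7 among them with a log2 fold change of -1.22 (FDR = 6.8e-25) in the authors' deposited table. The methods give no time of day for the harvest. Harvest of a non-stressed group at another hour cannot be told apart from an effect of pakerine on these genes. Positive interactions were also found for 6 of 18 heat shock genes (13 when adjusted over the list alone), 5 of 13 sulfur deficiency genes (7 when adjusted over the list alone), namely APR1, APR2, APR3, SULTR4.2 and GGCT2.1, and 2 of 14 cell division genes, CYCB1.1 and KNOLLE (6 when adjusted over the list alone). HSP17.4, a small heat shock protein, had an interaction of 2.64 (FDR = 3.7e-06) and APR1, which reduces activated sulfate, one of 0.83 (FDR = 5.1e-08) in the authors' deposited table. As sets, the interaction gave adjusted p = 1.2e-09 for photosynthesis, 3.0e-07 for the clock, 8.0e-15 for heat shock, 3.1e-13 for sulfur deficiency and 5.6e-09 for cell division. At an FDR of at most 0.01, 73 genes had an interaction, 57 positive and 16 negative, of which 51 also had an absolute log2 value of 1 or more. For 51 of the 73 genes the pakerine effect was larger without stress than under stress. Of the 73, pakerine lowered 47 and raised 14 without stress, and it raised 33 and lowered 4 under stress, at an FDR of at most 0.05. The negative interactions include the auxin gene GH3.3, at -1.26 (FDR = 0.00049), and MAKR6, at -1.33 (FDR = 4.6e-05) in the authors' deposited table.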

Genes that were highly induced upon photorespiratory stress in the presence of pakerine but showed no upregulation in pakerine-treated non-stressed plants were the peroxidases PER10 (*At1g49570*) and PER59 (*At5g19890*). In contrast, three transcripts encoding for plant defensins (*PDF1.2a*, *PDF1.2c*, *PDF1.3)* were significantly downregulated under non-stressed conditions but increased upon pakerine treatment during photorespiratory stress. 

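PER10 (AT1G49570) and PER59 (AT5G19890) encode secreted class III peroxidases. In pakerine-treated plants, stress raised PER10 by a log2 fold change of 2.82 (FDR = 6.2e-17) and PER59 by 2.76 (FDR = 1.3e-20) in the authors' deposited table. In mock-treated plants, stress gave log2 fold changes of -0.47 (FDR = 0.30) for PER10 and 0.95 (FDR = 0.0099) for PER59 in the authors' deposited table. With pakerine and no stress, the authors' deposited table lists -0.63 (FDR = 0.22) and 0.81 (FDR = 0.053), and for pakerine under stress 2.66 (FDR = 2.2e-12) and 2.62 (FDR = 3.8e-15). Their interactions are 3.29 (FDR = 1.7e-08) for PER10 and 1.81 (FDR = 0.0078) for PER59 in the authors' deposited table. The authors' mean CPM in the deposited table was 1.2, 0.992, 0.785 and 5.42 for PER10 and 1.02, 2.21, 1.81 and 12.5 for PER59 in DMSO, Stress, Pakerine and Stress + Pakerine. PER10 lies on chromosome 1 from 18346958 to 18349049 with 4 exons and PER59 on chromosome 5 from 6724076 to 6725966 with 4 exons in the TAIR10.1 assembly. Against DMSO, the combined treatment raised PER10 by an estimated log2 fold change of 2.18 and PER59 by 3.57. Of 41 class III peroxidases, 24 rose and 1, PER12, fell with pakerine under stress (25 and 1 when adjusted over the list alone, adjusted p = 5.7e-23 as a set). PER3 had a log2 fold change of 2.33 (FDR = 1.4e-16) and PER45 one of 2.25 (FDR = 1.0e-22) in this comparison of the authors' deposited table. PER10 and PER59 were the members with an interaction (4 positive and 1 negative when adjusted over the list alone). In mock-treated plants, 19 peroxidases rose and 8 fell with stress (19 and 10 when adjusted over the list alone), among them PER34, with a log2 fold change of 1.84 (FDR = 2.4e-51) in the authors' deposited table. The root marker TIP2.3 rose beside them with pakerine under stress, by a log2 fold change of 1.85 (FDR = 2.7e-08) in the authors' deposited table.

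**Figure D2:**
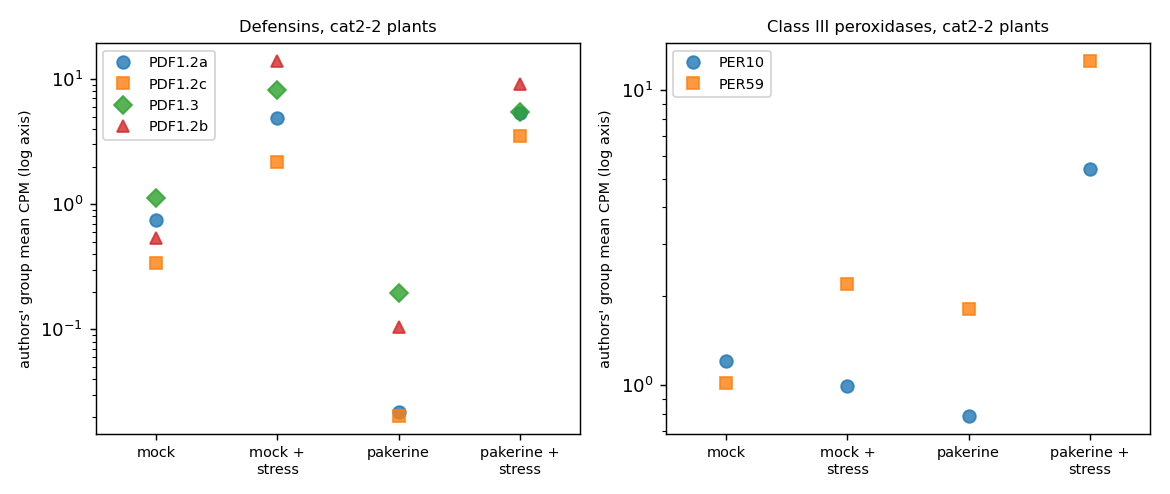
The authors' group mean CPM (log axis) of 4 defensin genes and of PER10 and PER59 in mock-treated and pakerine-treated cat2-2 plants without and with photorespiratory stress, a point per group. The peroxidases are highest under pakerine and stress, at 5.42 and 12.5 CPM in the authors' deposited table, while the defensins are lowest with pakerine alone.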

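PDF1.2a (AT5G44420), PDF1.2c (AT5G44430) and PDF1.3 (AT2G26010) encode small antifungal proteins induced by JA and ethylene. Pakerine lowered all 3 in non-stressed plants, with log2 fold changes of -4.91 (FDR = 3.7e-13), -3.77 (FDR = 3.6e-05) and -2.57 (FDR = 3.5e-09) in the authors' deposited table. Stress raised them in pakerine-treated plants by 7.77 (FDR = 3.4e-60), 7.16 (FDR = 2.5e-29) and 4.77 (FDR = 1.1e-43), and in mock-treated plants by 2.73 (FDR = 2.4e-21), 2.33 (FDR = 1.4e-06) and 2.79 (FDR = 5.3e-23) on the log2 scale of the authors' deposited table. Within stressed plants, pakerine against mock treatment gave log2 fold changes of 0.12 (FDR = 0.80) for PDF1.2a, 1.05 (FDR = 0.049) for PDF1.2c and -0.59 (FDR = 0.059) for PDF1.3 in the authors' deposited table. The interactions are 5.04 (FDR = 2.5e-10), 4.82 (FDR = 2.6e-05) and 1.98 (FDR = 0.0052) in the authors' deposited table. PDF1.2b (AT2G26020), a neighboring copy, fell with pakerine by 2.07 on the log2 scale (FDR = 0.00083) and rose with stress by 4.98 (FDR = 9.1e-61), with an interaction of 1.43 (FDR = 0.24) in the authors' deposited table. Few reads stand behind the low values. About 67 reads of PDF1.2a in DMSO and 2 in Pakerine were estimated from the group means over the 3 libraries, which gives a ratio of 35.4 with a 95% counting interval from 9.44 to 299. For PDF1.2c, about 30 and 2 reads give 15.9 (4.03 to 137), and for PDF1.3 about 100 and 19 reads give 5.57 (3.39 to 9.63). Under stress PDF1.2a had about 464 reads in mock-treated and 509 in pakerine-treated plants. These intervals cover counting error only. In the TAIR10.1 assembly, PDF1.2a lies on chromosome 5 from 17906968 to 17907638 and PDF1.2c from 17908850 to 17909507, with 1211 bases between them. PDF1.3 lies on chromosome 2 from 11087280 to 11088001, and PDF1.2b begins 1121 bases after its end. Of the 75-base stretches of each transcript, 0% occur in another of the 4, and with 2 mismatches allowed 6.53% do for PDF1.2a, 18.1% for PDF1.2c, 9.71% for PDF1.3 and 15.9% for PDF1.2b.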

Taken together, the transcriptional changes elicited by pakerine point toward subtle but distinct transcriptional reprogramming correlating with its stress-alleviating effects.

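Under stress, few members of the antioxidant enzyme list changed with pakerine, and some transcripts of peroxisomal β-oxidation were lower. Of all 21882 genes, 3141 passed an FDR of 0.05 for pakerine under stress. Of 34 antioxidant enzymes, stress raised 20 and lowered 3, MDAR6, FSD2 and FSD3, in mock-treated plants (20 and 3 when adjusted over the list alone, adjusted p = 0.000263 as a set), and pakerine under stress raised MDAR3 and lowered CAT1, GPX1 and GPX6, 1 and 3 genes (1 and 3 when adjusted over the list alone). VTC2 (AT4G26850), an enzyme of ascorbate synthesis, had log2 fold changes of 1.81 (FDR = 2.2e-49) with stress and 0.05 (FDR = 0.83) with pakerine under stress in the authors' deposited table. Of 20 H2O2-responsive transcripts, 15 rose and 3, UPOX, GSTU25 and HSP17.6A, fell with stress (15 and 3 when adjusted over the list alone, adjusted p = 9.1e-05), and pakerine alone lowered 9 and raised 1, MDAR3 (11 and 1 when adjusted over the list alone, adjusted p = 2.8e-05). Among them AOX1A (AT3G22370), the alternative oxidase of mitochondria, rose with stress by a log2 fold change of 0.90 (FDR = 9.6e-19) and fell with pakerine alone by 0.63 on the log2 scale (FDR = 2.2e-08) in the authors' deposited table. In the 3 that fell with stress the interaction was positive (8 when adjusted over the list alone), with UPOX at 1.38 (FDR = 7.0e-07) in the authors' deposited table. Of 22 genes of peroxisomal β-oxidation, pakerine under stress lowered 9 and raised 1, ACX6 (9 and 1 when adjusted over the list alone), a set result of adjusted p = 8.1e-05 that was not kept with log2 fold changes in place of z-values (adjusted p = 0.161). KAT2 (AT2G33150), the thiolase of the pathway, had a log2 fold change of -0.38 (FDR = 0.0022) and ACX4 one of -0.38 (FDR = 0.0061), while ACX6, at less than 1 CPM, had one of 1.93 (FDR = 0.0040) in the authors' deposited table. Over all genes, the interaction passed an FDR of 0.01 for 73, of which 51 also had an absolute log2 value of 1 or more. From the transcriptional changes by pakerine that it reports, the paper proposes a subtle but distinct reprogramming that correlates with the relief of stress; the gene lists used here are not part of its reasoning.

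**Figure D3:**
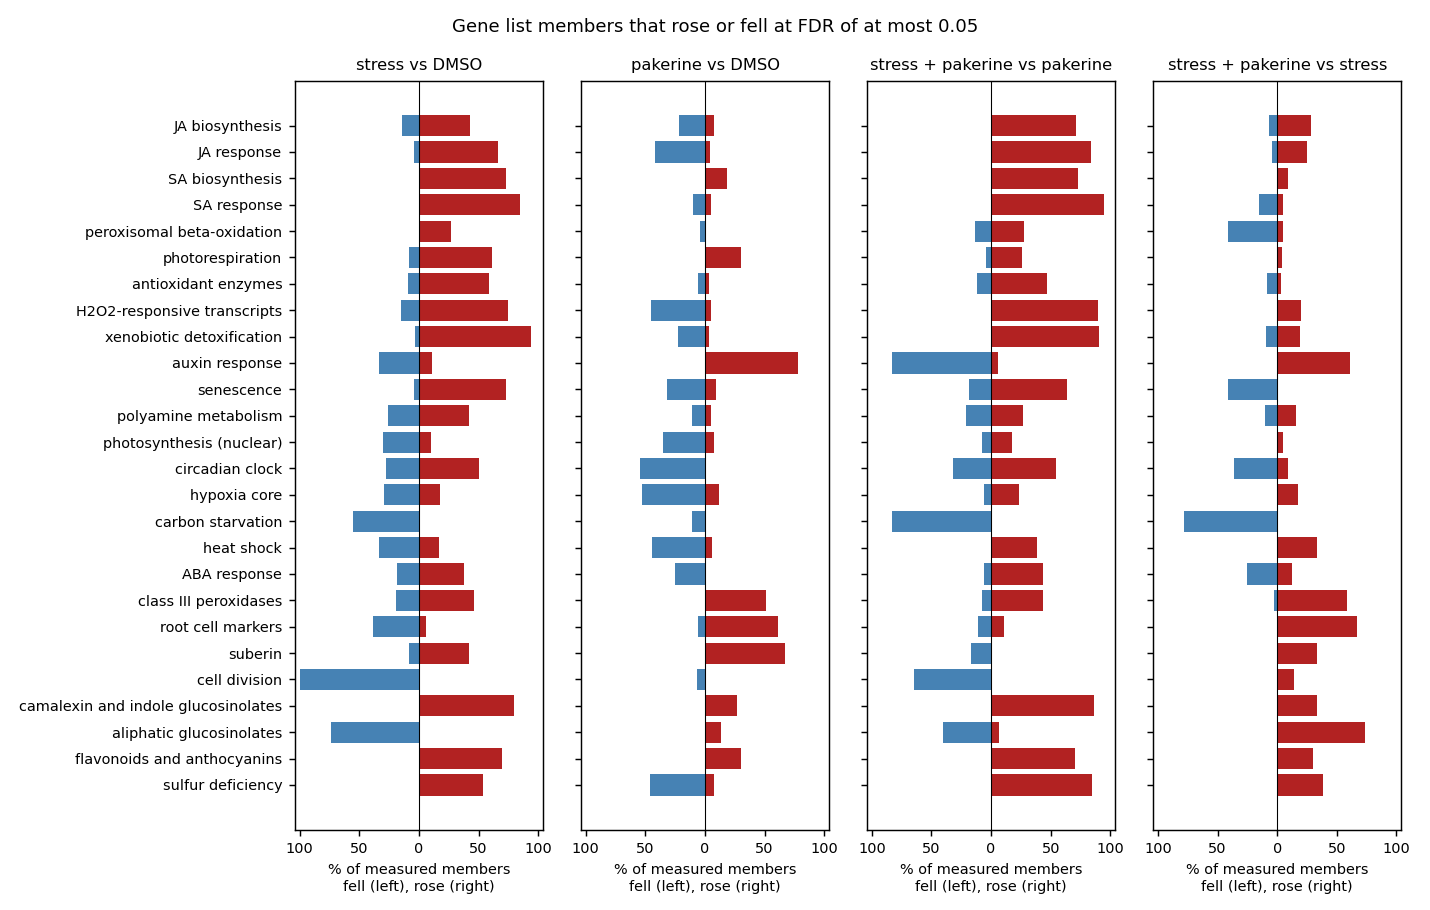
Percent of the measured members of each of the 26 gene lists that rose (right, red) or fell (left, blue) at an FDR of at most 0.05 in 4 comparisons of the authors' deposited table, a panel per comparison. With stress in mock-treated plants, all 14 cell division genes fell and 17 of 20 SA response genes rose.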

### 3.3. Bioactivity of Pakerine in Wild-Type Arabidopsis

We then set out to assess the bioactivity of pakerine outside of the photorespiratory bioassay in the *cat2-2* mutant model system. To this end, wild-type *Arabidopsis* seedlings were grown on agar-solidified medium that was supplemented with a range of pakerine concentrations, and their effect on root and shoot growth was evaluated (Figure 3).

Low pakerine concentrations had a subtle yet statistically significant growth-promoting effect, resulting in an increase of root length by 8.4% at 0.5 µM pakerine (A,B). A trend toward an increase in projected rosette area was similarly observed at low pakerine concentrations (Figure 3C,D) which prompted us to explore the effect of pakerine on plant growth in a longer time frame. Three-week-old plants grown on medium supplemented with 1 µM pakerine displayed increased biomass (15%) in comparison to pakerine-free controls (Figure 3C,E). In contrast, the growth of plants exposed to higher pakerine concentrations (10 µM and 20 µM) was significantly inhibited already at seven days post germination (Figure 3A–D).

To explore the mechanisms that underlie the growth-promoting effect provoked by a low dose of pakerine, we first performed a metabolite profiling analysis of three-week-old *Arabidopsis* wild-type plants grown on medium supplemented with 1 µM pakerine (Figure 4A, Table S5, Supplementary Materials).

The steady-state levels of more than 250 metabolites were quantified using gas and liquid chromatography coupled to mass spectrometry (GC/LC–MS). Pakerine treatment resulted in up- or downregulation of eight metabolites in comparison to mock samples (|FC| > 1.5, *p* < 0.05; Figure 4A). Among the metabolites that accumulated in the presence of pakerine was the polyamine ornithine, its closely related metabolite *N*^5^-acetyl-l-ornithine, and agmatine, a precursor of putrescine biosynthesis.

We then monitored the transcriptional changes triggered by a short-term pakerine treatment (5 µM; 24 h). From the 58 differentially regulated transcripts (|log_2_ FC| ≥ 1; adjusted *p* ≤ 0.05), 52 were induced by pakerine (Figure 4B; Table S6, Supplementary Materials). Among the upregulated genes were several H_2_O_2_ responsive transcripts, such as *UGT74E2*, *ANAC032*, *ANAC102,* and *At4g01870* (tolB protein-like). Gene ontology analysis distinguished two enriched clusters containing transcripts related to glutathione metabolism (*p* = 3.8 × 10^−7^) and auxin homeostasis (*p* = 2.0 × 10^−4^; Figure 4C). Using the Signature tool in Genevestigator, we looked for experimental conditions that provoked similar gene expression patterns [37]. The top three most similar signatures based on Pearson correlation were related to hypoxia and pathogenic fungal (*Rhizoctonia solani*) infection (Figure S2, Supplementary Materials). Taken together, these results indicate that pakerine displays a wider bioactivity that is not limited to the photorespiratory bioassay in *cat2-2* mutant background and has a broad impact on transcripts and metabolites known to be involved in stress signaling cascades.

### 3.4. Pakerine Alleviates Dark-Induced Senescence

Senescence and programmed cell death in plants share many common features, although the exact transcriptional and metabolic profiles that distinguish their initiation are not clearly defined [38]. Dark-induced senescence (DIS) in detached leaves is widely accepted as an experimental system to study senescence symptoms, such as chlorophyll degradation and protein catabolism, also typically observed during abiotic stress [39]. Given the similarities between photorespiratory-induced cell death phenotypes in *cat2-2* mutant plants and DIS, we investigated whether pakerine can also alleviate DIS. Leaves from three-week-old *Arabidopsis* plants grown in vitro were floated in darkness on medium supplemented with different pakerine concentrations (1, 5, and 10 µM). Leaves incubated with 5 and 10 µM pakerine were visually greener and retained a higher total chlorophyll content (52% and 47%, respectively) after seven days, demonstrating that pakerine indeed can alleviate the effects of DIS in wild-type plants (Figure 5).

### 3.5. Structure–Activity Relationship (SAR) Analysis of Pakerine

Affinity purification, using a small molecule as bait, can discover its protein targets. Therefore. functionalized analogues, entailing an affinity tag, allow target enrichment within a complex protein mixture [40]. In order to design a bioactive functionalized pakerine analogue, we first assessed which functional groups are required for the stress-alleviating effects of pakerine through a SAR analysis. A series of 33 pakerine analogues was synthesized and subsequently tested in a broad concentration range (100 nM–150 µM) for their ability to alleviate the photorespiratory phenotype of *cat2-2* mutant plants. The structure of pakerine was altered by substituting the heterocyclic and aromatic moieties attached to the amide and/or sulfonamide moieties (Figure 6A).

Replacement of the heterocyclic or aromatic moieties from either the amide or the sulfonamide moiety, with the simultaneous removal of opposite heterocyclic or aromatic moiety, leaving a free amide or sulfonamide moiety, resulted in eight analogues (Figure 6B). Replacement of the sulfonamide moiety in MSA-001 and MSA-002 by sulfonic acid and substitution of the amide moiety in MSA-003 and MSA-004 by an ester group led to a complete loss of activity. Removal of the aromatic ring from the sulfonamide side in MSA-005 and MSA-006 and of the heterocyclic moiety from the amide side in MSA-007 and MSA-008 also resulted in reduced bioactivity. Next, 25 analogues with different heterocyclic and aromatic ring structures on both the amide and sulfonamide side were synthesized to identify favorable conformations for the ring structures that might lead to improved bioactivity. The structural analogues SA-002, SA-004, SA-005, SA-006, SA-009, SA-023, and SA-024 displayed increased bioactivity in comparison to pakerine and were able to alleviate the photorespiratory phenotype of *cat2-2* mutant plants at 5 µM concentration (Figure 6C; Table S7, Supplementary Materials). SA-004 was functionalized by linkage of a biotinylated polyethylene glycol moiety to its benzene ring (SA-004–PEG–biotin; Figure 7A).

### 3.6. The Peroxisomal Enzyme Abnormal Inflorescence Meristem 1 (AIM1) Is a Putative Target of Pakerine and Is Necessary for Pakerine-Induced Alleviation of Dark-Induced Senescence

*Arabidopsis* protein extracts were subjected to affinity purification using SA-004–PEG–biotin and PEG–biotin (negative control) as baits (Figure 7A). Three proteins were significantly enriched in the SA-004–PEG–biotin versus the PEG–biotin control binding fraction (Figure 7B). The peroxisomal enzyme abnormal inflorescence meristems 1 (AIM1; At4g29010), which is a 3-hydroxyacyl-CoA dehydrogenase involved in fatty acid β-oxidation, was exclusively trapped by SA-004–PEG–biotin, but not by control PEG–biotin. Noteworthy is that the two other enriched proteins (5.7- and 9.6-fold, respectively) heme-binding protein 1 (HBP1; At1g17100) and multifunctional protein 2 (MFP2; At3g06860) were also detected in the PEG-biotin control binding fraction (Table S8, Supplementary Materials). Interestingly, MFP2 is highly similar to AIM1 (75% amino-acid sequence similarity) and also acts in the peroxisomal β-oxidation pathway, implying that it can be targeted by pakerine. AIM1 was prioritized for functional characterization since it was exclusively trapped in the SA-004–PEG–biotin binding fraction.

To obtain genetic evidence for the involvement of AIM1 in the modulation of the photorespiratory phenotype of *cat2-2* mutant plants, we set out to generate *aim1-2 cat2-2* double mutants. However, double *aim1-2 cat2-2* homozygous mutant seeds were non-viable, as approximately 23% of the mature F3 seeds (18–19 days after fertilization) were aborted, suggesting that the combined effect of *cat2-2* and *aim1-2* results in seed lethality (Figure S3, Supplementary Materials) [41].

We then assessed how the absence of AIM1 affects dark-induced senescence. Detached leaves of three-week-old *aim1-2* mutants displayed accelerated senescence in comparison to the wild type (Figure 8A,B). Interestingly, pakerine (10 µM) did not affect the senescence of *aim1-2* mutant leaves.

### 3.7. JA Signaling Is Not Required for Pakerine Activity

AIM1 acts in the final steps of JA biosynthesis and converts 12-oxophytoenoic acid-CoA into 7-*iso*-JA, the precursor of the bioactive jasmonoyl-isoleucine (JA-Ile) conjugate [42]. The *aim1* mutants show dramatic developmental defects and are severely affected in wound-induced JA accumulation and expression of JA-responsive genes [43]. 

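Several JA-responsive genes were lower with pakerine in non-stressed cat2-2 plants, and stress raised most of the list with and without pakerine. Of 24 JA response genes, 10 fell and 1, CHIB, rose with pakerine alone (13 and 1 when adjusted over the list alone, adjusted p = 3.2e-08 as a set). The 10 include all 4 defensin genes of the list, of which the paper itself reports 3 as lowered. The set was not tested without them, and harvest of a non-stressed group at another time of day stays open here too. CORI3 (AT4G23600), a coronatine-induced lyase, had a log2 fold change of -1.27 (FDR = 1.1e-13) and the JA repressor JAZ5 (AT1G17380) one of -0.91 (FDR = 0.047) in the authors' deposited table. With stress, 16 rose and 1, JAZ7, fell in mock-treated plants (16 and 1 when adjusted over the list alone, adjusted p = 8.3e-07), and 20 rose and 0 fell in pakerine-treated plants (20 and 0 when adjusted over the list alone, adjusted p = 1.4e-21). CORI3 rose by log2 fold changes of 0.77 (FDR = 9.9e-07) and 2.05 (FDR = 1.0e-40) in these comparisons of the authors' deposited table. Pakerine under stress raised 6 and lowered 1 of the 24 (7 and 2 when adjusted over the list alone). As a set this gave adjusted p = 0.0644 with limma's cameraPR, and 0.0479 with ranks in place of z-values. The interaction was positive for 8 and negative for 0 (14 and 0 when adjusted over the list alone, adjusted p = 1.0e-21), and 4 of the 24 members are the defensin genes. TAT3 (AT2G24850), a JA-induced aminotransferase, had an interaction of 3.22 (FDR = 0.0026) and JAZ5 one of 2.44 (FDR = 9.6e-06) in the authors' deposited table. Among 14 genes of JA biosynthesis, which include members shared with β-oxidation, 3 fell, LOX2, AOC1 and AOC2, and 1 rose, AOC3, with pakerine alone (3 and 1 when adjusted over the list alone). LOX2 (AT3G45140), a lipoxygenase of the pathway, had log2 fold changes of -0.46 (FDR = 0.0030) without stress and 0.55 (FDR = 0.00013) under stress, with an interaction of 1.01 (FDR = 7.1e-06) in the authors' deposited table. The interaction was positive for 2 of the 14, LOX2 and AOC2 (8 positive and 1 negative when adjusted over the list alone, adjusted p = 5.7e-07 as a set). AIM1 (AT4G29010), which lies on chromosome 4 from 14297044 to 14302287 in the TAIR10.1 assembly, had log2 fold changes of -0.13 (FDR = 0.41) with pakerine alone and -0.26 (FDR = 0.030) with pakerine under stress in the authors' deposited table. TAT3 and JAZ5 averaged few CPM, with the authors' mean in Pakerine at 0.124 and 0.413 CPM in the deposited table.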

Interestingly, the expression of three JA-responsive genes *PDF1.2a*, *PDF1.2c*, and *PDF1.3* was repressed by pakerine in *cat2-2* mutants under control conditions but still induced upon exposure to photorespiratory stress (Figure 2D). To further investigate the interplay between JA signaling and pakerine activity, we assessed whether JA biosynthesis is required for pakerine-mediated alleviation of the photorespiratory phenotype of *cat2-2* mutants. To this end, we exposed *aos cat2-1* and *jar1 cat2-1* double mutants, which are unable to synthesize the JA precursor 12-oxophytodienoic acid (OPDA) and JA-Ile, respectively, to photorespiratory stress in the presence of pakerine. Both *aos cat2* and *jar1 cat2* double mutants displayed a drop in F_v_’/F_m_’ upon exposure to photorespiratory stress comparable to that of single *cat2* mutants (Figure 9).

Addition of pakerine (10 µM) still counteracted the F_v_’/F_m_’ decline in all genotypes, indicating that intact JA signaling is not required for pakerine function.

## 4. Discussion

We characterized the sulfonamide 3-(1-azepanylsulfonyl)-*N*-(2,3-dihydro-1,4-benzodioxin-6-yl) benzamide, dubbed pakerine, that could alleviate the photorespiratory-dependent cell death phenotype of catalase-deficient *Arabidopsis* and tobacco plants. Through affinity-based chemoproteomics, we isolated the peroxisomal 3-hydroxyacyl-CoA dehydrogenase AIM1 as a putative target of pakerine in plants.

Many sulfonamides are bioactive and have applications as antibiotics in mammals and as safeners in plants [44]. The safeners metcamifen and cyprosulfonamide used in monocot crops, for example, induce the expression of cytochrome P450s and glutathione transferases, which likely catalyze the detoxification of the herbicide clodinafop-propargyl [45,46]. Quinabactin, which activates the ABA receptors PYR1, PYL 1–3, and PYL5 and confers drought tolerance in *Arabidopsis* and soybean, also contains a sulfonamide group [47,48]. The *m*-sulfamoyl benzamide group of pakerine was essential for its ability to alleviate the photorespiratory phenotype of *cat2-2* mutant plants, which classifies pakerine as a novel bioactive sulfonamide. Pakerine was not only active in the photorespiratory bioassay, but also affected the root length and shoot size of wild-type *Arabidopsis* seedlings and delayed dark-induced senescence. Interestingly, low pakerine concentrations (1 μM) promoted growth, whereas growth inhibition was observed under high concentrations. Such biphasic responses are typically associated with hormesis, which describes the stimulation of many independent cellular processes resulting in a beneficial effect at moderate stress levels as opposed to a high dose-inhibitory effect [49]. In contrast to the clear dose–response inhibition of root and rosette growth by pakerine, no linear dose–response effect was observed when a range of pakerine concentrations were tested for their potency to alleviate the photorespiratory phenotype of *cat2-2* mutant plants. These variations can stem among others from differences in pakerine uptake and distribution in roots and shoots or distinct protein targets that mediate both physiological effects.

### 4.1. Abnormal Inflorescence Meristem1 Is a Putative Protein Target of Pakerine

Attaching biotinylated polyethylene glycol needed to fish out interacting proteins inevitably affects the pharmacokinetics of the bait molecule. This functionalization rendered the construct SA-004–PEG–biotin, which was used for affinity purification, inactive in contrast to the functional pakerine analogue SA-004, most likely due to a reduced uptake and inability to reach its protein target (Figure S4, Supplementary Materials). We used protein lysates from *Arabidopsis* cell cultures to sidestep the requirement for uptake of SA-004–PEG–biotin. Apart from AIM1, which was exclusively found in the SA-004–PEG–biotin binding fraction, two additional proteins that were significantly enriched in the SA-004–PEG–biotin binding fraction were also trapped by the PEG–biotin control. One of these, multifunctional protein 2 (MFP2), shares high amino-acid sequence similarity (75%) with AIM1. Both MFP2 and AIM1 are peroxisomal enzymes involved in fatty-acid β-oxidation that possess 2-*trans*-enoyl-CoA hydratase and l-3-hydroxyacyl-CoA dehydrogenase activities [50]. Despite their high sequence similarity and overlapping enzymatic activities, however, MFP2 and AIM1 play distinct roles in plant development, which suggests that pakerine might exert its activity by targeting only one of them. Under long-day conditions, mutants lacking AIM1 are dwarfed and display impaired flower development and reduced seed set [51]. In contrast, mutants lacking MFP2 do not display any growth defects [52]. The *aim1* seeds are resistant to indole-3-butyric acid (IBA) and 2,4-diphenoxybutyric acid (2,4-DB), indicating perturbation of peroxisomal function, since IBA and 2,4-DB are activated to indole acetic acid (IAA) and 2,4-dichlorophenoxyacetic acid (2,4-D), respectively, through a series of β-oxidation steps [51,53]. Oppositely, mutants lacking MFP2 are susceptible to IBA and 2,4-DB [52,54]. Both *aim1* and *mfp2* cannot germinate without an external carbon source, and *aim1 mfp2* double mutants do not produce viable seeds [52].

Leaf senescence is characterized by increased expression of enzymes involved in fatty-acid β-oxidation supporting the breakdown of long-chain fatty acids from membrane degradation [55]. Mutants lacking 3-ketoacyl-CoA thiolase 2 (KAT2), an essential enzyme in the peroxisomal β-oxidation pathway, show delayed natural and dark-induced senescence [56]. In contrast, *pxa1* mutants affected in peroxisomal ABC transporter 1, involved in uptake of fatty acyl-CoAs, display accelerated dark-induced senescence [57]. Whereas pakerine delayed dark-induced senescence in the wild type, detached *aim1* leaves senesced faster and were not affected by the presence of pakerine. Even though it is tempting to equate pharmacological inhibition of a protein to a genetic mutation, in many cases, the resulting phenotypes are different, which might explain the observed senescence phenotypes [58]. On the other hand, genes involved in auxin homeostasis were overrepresented upon pakerine treatment in the wild type. The available evidence points toward an active role of auxin in senescence accompanied by changes in auxin biosynthesis and signaling [59]. The *auxin/indole-3-acetic acid* (*AUX/IAA*) genes, which are negative regulators of auxin responses, are downregulated in senescing leaves, and exogenous auxin transiently decreases the expression of the senescence marker *SAG21* [60]. Moreover, a pro-auxin, which was discovered in the same chemical screen as pakerine, was able to alleviate the cell death phenotype of catalase-deficient mutants exposed to photorespiratory stress [35]. Pakerine induced the expression of IAA29, which is downregulated in senescing leaves, implying that the delayed dark-induced senescence can be at least partially related to pakerine’s impact on auxin homeostasis. Given that the endogenous precursor of auxin indole 3-butyric acid (IBA) is converted into the active indole 3-acetic acid (IAA) in the peroxisomes, perturbations of fatty-acid β-oxidation might impact auxin homeostasis [61]. Further supporting the impact of pakerine on senescence-related pathways was the accumulation of the polyamine ornithine, its closely related metabolite *N*^5^-acetyl-l-ornithine, and agmatine, a precursor of putrescine biosynthesis. Polyamines were shown to delay senescence and protect plants against various environmental stresses [62,63].

### 4.2. Pakerine Acts Independently of JA Signaling

Peroxisomal oxidation plays an important role in hormonal homeostasis. The synthesis of auxin, JA, and SA involves peroxisomal β-oxidation steps mediated by fatty-acid β-oxidation enzymes, including AIM1 and MFP2. The JA precursor OPDA is first reduced to 12-oxophytoenoic acid, which, after three successive rounds of β-oxidation, is converted into 7-*iso*-JA [42]. The involvement of JA in the regulation of cell death was reported under various adverse environmental conditions [64]. For example, *Arabidopsis* plants exposed to excess light and heat stress showed a dramatic increase in OPDA, JA, and the bioactive JA conjugate JA-Ile, which was accompanied by increased cell death and decreased survival rates [65]. On the other hand, *allene oxide synthase* (*aos*) mutants impaired in OPDA biosynthesis displayed decreased survival rates [65]. Overexpression of wheat *allene oxide cyclase (AOC)* leads to increased OPDA and JA biosynthesis, which is accompanied by improved fitness under salinity stress [66]. Interestingly, *aim1* mutants are unable to mount wound-induced JA synthesis and JA-responsive gene expression [43]. The effect of pakerine on JA-related gene expression suggested that it might exert its effect via modulation of JA homeostasis likely through inhibition of the enzymatic activity of AIM1 involved in JA synthesis. Previously, *cat2* mutants that carry a second-site mutation in *jasmonate resistant1* (*JAR1*) and are unable to synthesize the bioactive JA conjugate JA-Ile displayed reduced lesion formation and increased survival rate under photorespiratory stress [22]. In our photorespiratory bioassay, however, *cat2-2 jar1* double mutants phenocopied *cat2-2* single mutants, indicating that the lack of bioactive JA does not influence the stress response. This apparent discrepancy can be attributed to differences in growth conditions, such as light period (12-h light regime versus continuous light in our experiments), which are important determinants of cell death in catalase-deficient mutant plants [15]. To further refute the role of JA signaling in pakerine function, *cat2-2 jar1* and *cat2-2 aos* double mutants, deficient in the JA-precursor OPDA and having lower overall JA levels, showed similar pakerine-triggered Fv’/Fm’ attenuation in the photorespiratory assay as single *cat2-2* mutants.

### 4.3. SA Accumulation Is a Likely Player in Pakerine Function

AIM1 is involved in the biosynthesis of secondary metabolites derived from benzoic acid (BA), such as benzoylated glucosinolates and substituted hydroxybenzoylcholines, which are important players in biotic stress interactions [29]. As a result, *aim1* mutants display significantly lower levels of BA-derived metabolites, including SA, which is partially synthesized via the phenylalanine ammonia-lyase (PAL) pathway [29]. The AIM1 enzymatic activity responsible for SA synthesis is likely the conversion of *trans*-cinnamic acid into BA. A rice mutant lacking AIM1 displayed 30% lower SA levels in roots than the wild type, which was accompanied by a decrease in BA content and accumulation of its precursor *trans*-cinnamic acid [67]. Interestingly, this mutant showed reduced root meristem activity and repressed ROS levels, likely stemming from increased expression of redox and ROS-scavenging-related genes. One plausible explanation of the protective role of pakerine is, hence, through the modulation of H_2_O_2_ homeostasis. Pakerine had no apparent effect of the cellular redox homeostasis; however, given the significant impact of the photorespiratory stress and the intrinsic difficulties associated with quantifying H_2_O_2_ levels, pakerine’s impact on H_2_O_2_ might not be easily identifiable. SA accumulation dependent on isochorismate synthase 1 (ICS1) is necessary for lesion formation in catalase-deficient *Arabidopsis* mutants under photorespiratory conditions [19]. ICS1 functions in the isochorismate (ICS) pathway, which is the predominate pathway for biotic stress-inducible SA biosynthesis [68]. The importance of ICS and PAL pathways varies between plant species and is process-dependent. Whereas SA biosynthesis in tobacco seems to occur primarily through the PAL pathway, both the ICS and the PAL pathways are equally important in pathogen-triggered SA biosynthesis in soybean [69,70]. The involvement of PAL-derived SA in the photorespiratory phenotype of *cat2-2* was not previously shown. Impaired SA accumulation due to perturbation of the peroxisomal β-oxidation step in SA biosynthesis might similarly alleviate the negative effects of photorespiratory stress and deserves further investigation.

In this study, we characterized a novel sulfonamide that could alleviate the negative effects of photorespiration in catalase-deficient mutants and delayed dark-induced senescence. Both phenotypes could be explained by pakerine inhibition of the peroxisomal enzyme AIM1 involved in fatty-acid β-oxidation, which was purified as a putative target of pakerine. Taken together, our results indicate a role of fatty-acid β-oxidation in H_2_O_2_-induced cell death.

## Figures and Tables

**Figure 1:**
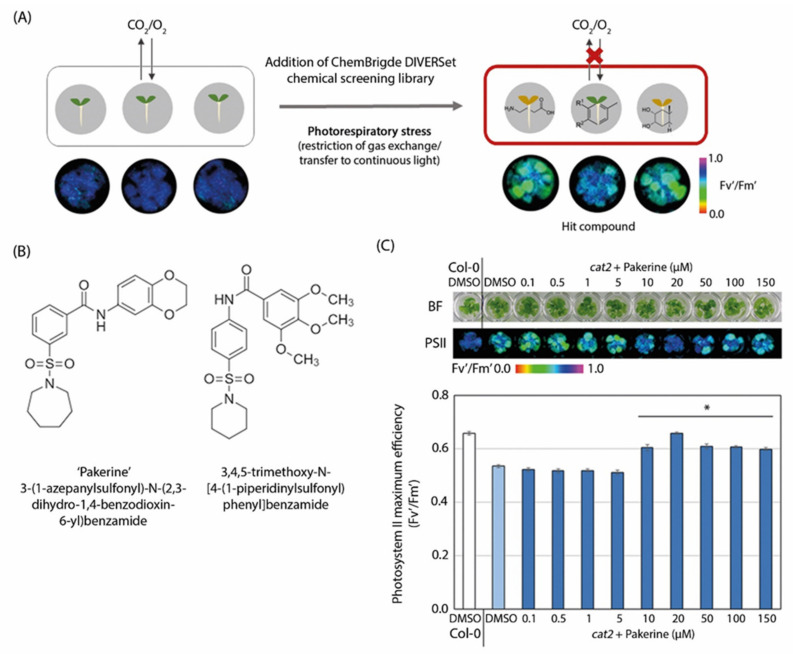
Strategy to identify small molecules that alleviate the photorespiratory phenotype of catalase-deficient plants together with chemical structures of two hit compounds. (**A**) Schematic depiction of the forward chemical screed used to isolate small molecules that attenuate photosystem II (PSII) maximum efficiency (F_v_’/F_m_’) decrease in *cat2-2* mutants plants exposed to photorespiratory stress (sealing plates airtight with Parafilm and transfer to continuous light). In total, 10,000 chemicals from the DIVERSet screening library were tested in 50 µM concentration. Shown are representative color-coded F_v_’/F_m_’ images (black (0.0) to purple (1.0)) before and after chemical addition and exposure to photorespiratory stress. (**B**) Chemical structures of two of the hit compounds identified in the forward chemical screen. (**C**) Effect of different concentrations of pakerine on the photorespiratory phenotype of *cat2-2* mutant plants. Bright-field (BF) and color-coded F_v_’/F_m_’ (PSII) images (upper panel) together with quantitative F_v_’/F_m_’ data (lower panel) from seven-day-old seedlings treated with pakerine and exposed to photorespiratory stress for seven days. Control plants were treated with dimethyl sulfoxide (DMSO). Data points represent means of eight biological replicates ± standard error (SE). Asterisks indicate significant differences according to one-way ANOVA with least significant difference (LSD) post hoc test (*p* < 0.05).

**Figure 2:**
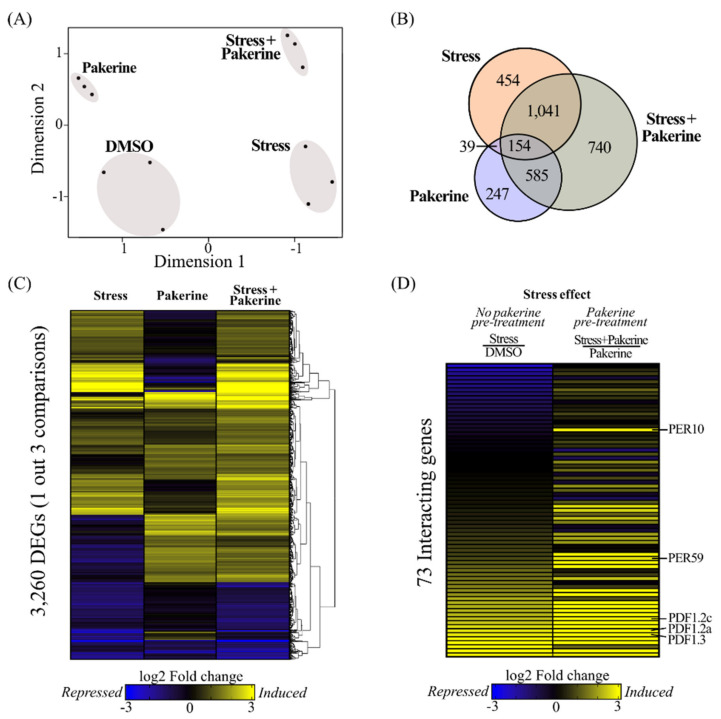
Rearrangement of gene expression in *cat2-2* plants upon photorespiratory stress in the presence of pakerine. (**A**) Multidimensional scaling plot of transcriptome profiles of *cat2-2* mutant plants treated with pakerine or DMSO before and after exposure to photorespiratory stress. “DMSO”: DMSO-treated plants under control conditions; “Pakerine”: pakerine-treated plants under control conditions; “Stress + Pakerine”: pakerine-treated plants exposed to photorespiratory stress; “Stress”: DMSO-treated plants exposed to photorespiratory stress. (**B**) Venn diagram depicting the overlap between differentially expressed genes (DEGs; |Log_2_ fold change (FC)| > 1, false discovery rate (FDR) < 0.01) in plants exposed to photorespiratory stress (“Stress”), pakerine-treated plants (“Pakerine”), and pakerine-treated plants exposed to photorespiratory stress (“Stress + Pakerine”) against mock-treated plants (“DMSO”). (**C**) Hierarchical average clustering of 3260 DEGs identified in at least one out of the three pairwise comparisons described in Figure 2B. (**D**) Heat map of 73 transcripts that responded to photorespiratory stress in a pakerine-specific manner according to two-way (pakerine × photorespiratory stress) ANOVA.

**Figure 3:**
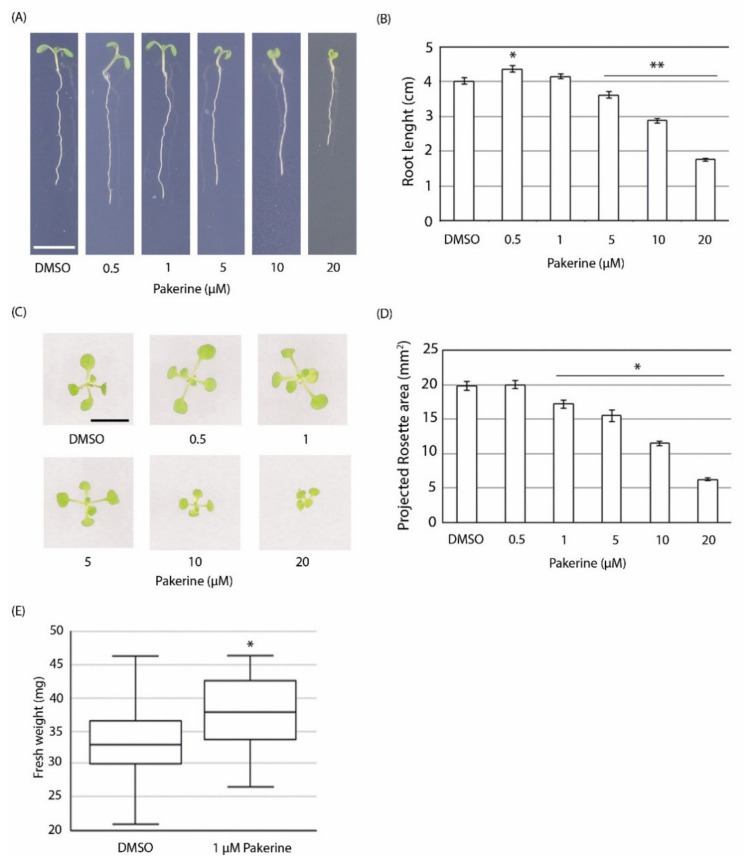
Effect of pakerine on the growth of wild-type *Arabidopsis*. (**A**) Representative images of seven-day-old seedlings grown vertically on MS medium supplemented with different pakerine concentrations. Control plants were grown on medium supplemented with DMSO. Scale bar = 1 cm. (**B**) Quantification of the primary root length of seedlings (*n* = 36) grown on pakerine as described in (**A**). Asterisks depict significantly longer (*) or shorter (**) roots compared to DMSO control according to one-way ANOVA with LSD post hoc test (*p* < 0.05). Error bars represent SE. (**C**) Representative images of rosettes of 11-day-old plants grown on half MS medium supplemented with different pakerine concentrations. Scale bar = 0.5 cm. (**D**) Quantification of the projected rosette area of plants (*n* = 36) grown as described in (**C**). Asterisks depict significant differences according to one-way ANOVA with LSD post hoc test (*p* < 0.05). Error bars represent SE. (**E**) Biomass of three-week-old plants grown on half MS medium supplemented with 1 μM pakerine. Control plants were grown on medium supplemented with DMSO. Box plots represent data from 32 different observations. Asterisks indicate significant differences according to Student’s *t*-test (*p* < 0.05).

**Figure 4:**
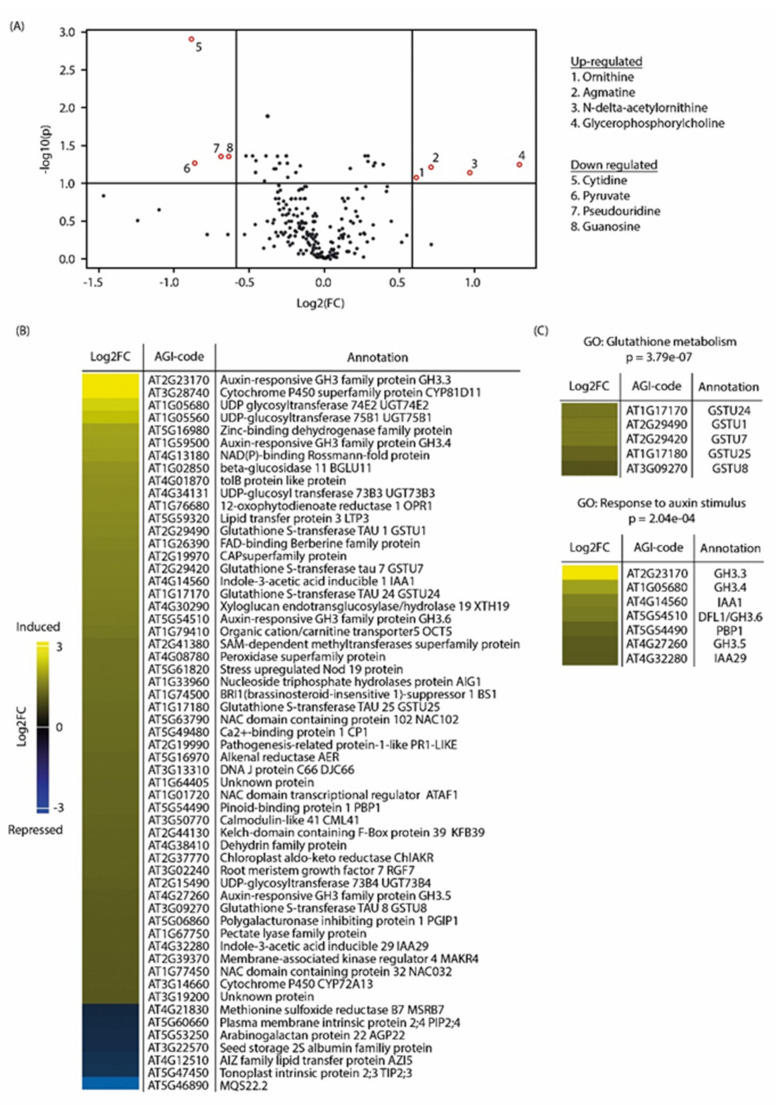
Transcriptome and metabolite changes triggered by pakerine in wild-type *Arabidopsis*. (**A**) Differentially regulated metabolites (|FC| ≥ 1.5; *p* ≤ 0.05) extracted from three-week-old plants grown in the presence of 1 μM pakerine. Controls were exposed to DMSO. (**B**) Heat map of differentially expressed transcripts (|log2 FC| ≥ 1; adjusted *p* ≤ 0.05) in 10-day-old *Arabidopsis* seedlings treated with 5 μM pakerine for 24 h. Controls received mock treatment with DMSO. (**C**) Gene ontology (GO) analysis of differentially expressed transcripts depicted in (**B**). Shown are two significantly enriched clusters (*p* < 0.05).

**Figure 5:**
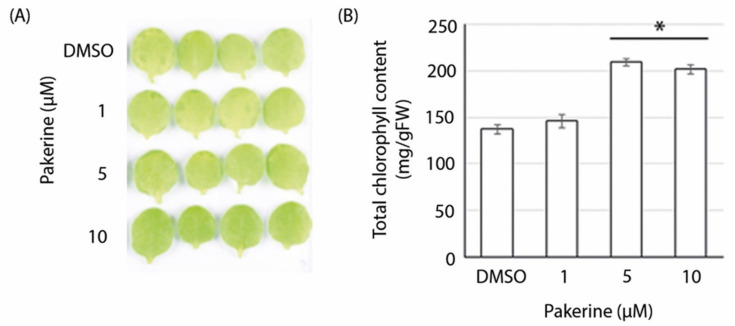
Pakerine delays dark-induced senescence in wild-type *Arabidopsis* leaves. (**A**) Representative images of detached leaves incubated on liquid MS media supplemented with pakerine or DMSO for seven days in darkness. (**B**) Total chlorophyll content of leaves treated as in (**A**). Data points represent means of 12 individual leaves ± SE. Asterisks indicate significant differences according to one-way ANOVA with LSD post hoc test (*p* < 0.05).

**Figure 6:**
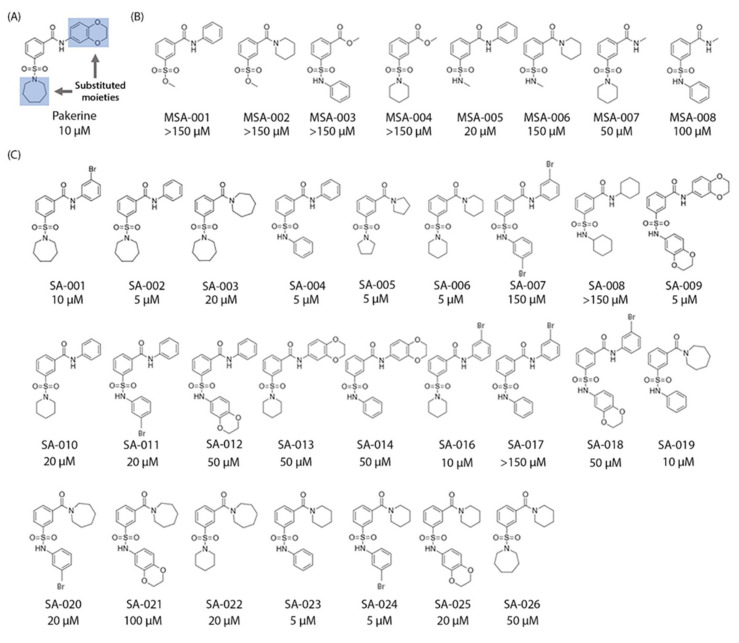
Structure–activity relationship (SAR) analysis of pakerine. (**A**) Original chemical structure of pakerine. Functional groups that were modified in the synthesized analogues are highlighted in blue. (**B**) Analogues with single substitution in the original structure. (**C**) Analogues with two substitutions in the original structure. The active concentrations at which the analogues attenuated F_v_’/F_m_’ decline in *cat2-2* mutants exposed to photorespiratory stress are shown below each structure.

**Figure 7:**
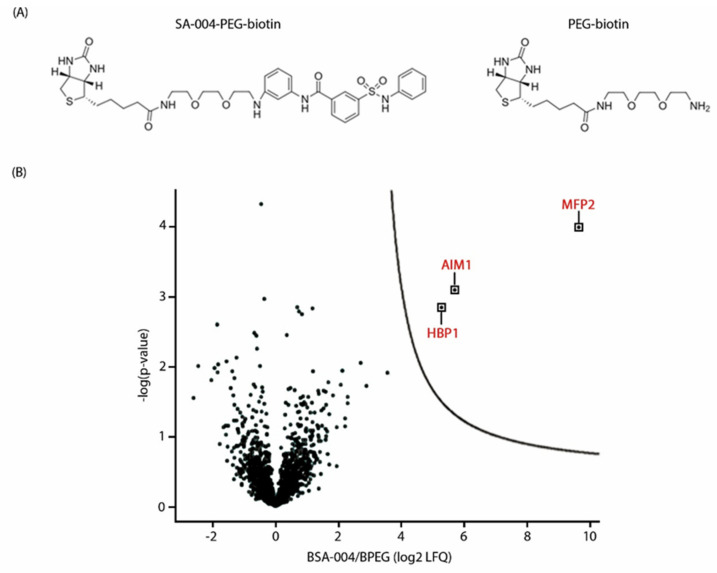
Abnormal inflorescence meristem 1 (AIM1) is a putative protein target of pakerine. (**A**) Chemical structures used for affinity purification. The functionalized pakerine analogue SA004 fused to a polyethylene glycol (PEG) linker and coupled to a biotin tag at the end of the PEG chain (SA004–PEG–Biotin) was used to fish out putative protein interactions. A construct consisting of biotin attached to PEG (Biotin–PEG) was used to eliminated background proteins interacting with the matrix and the linker. (**B**) Proteins significantly enriched after affinity purification. Protein isolates from *Arabidopsis* cell cultures (*n* = 3) were incubated with SA004–PEG–Biotin and significantly enriched proteins in comparison to Biotin–PEG controls were identified (log_2_ label-free quantification intensity (LFQ) > 3.5, *p* < 0.05).

**Figure 8:**
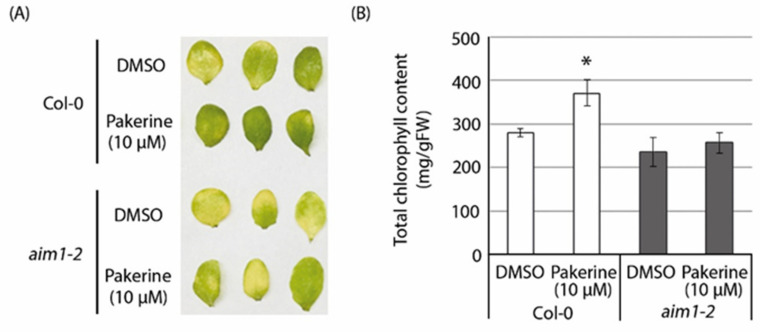
Pakerine does not alleviate dark-induced senescence in the absence of AIM1. (**A**) Representative images of detached *aim1-2* and wild-type *Arabidopsis* leaves incubated on liquid MS medium supplemented with pakerine (10 μM) or DMSO (control) for seven days in darkness. (**B**) Total chlorophyll content of leaves treated as in (**A**). Data points represent means of 12 individual leaves ± SE. Asterisks indicate significant differences according to one-way ANOVA with LSD post hoc test (*p* < 0.05).

**Figure 9:**
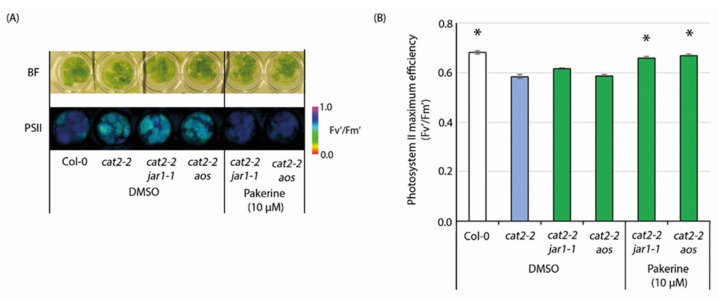
Jasmonic acid (JA) signaling is not required for pakerine function. (**A**) Representative bright-field (BF) and color-coded F_v_’/F_m_’ (PSII) images of *cat2-2 jar1-1* and *cat2-2 aos* double mutants treated with 10 μM pakerine and exposed to photorespiratory stress together with mock-treated controls. (**B**) Quantitative F_v_’/F_m_’ data from plants treated as in (**A**). Data points represent means of eight individual measurements ± SE. Asterisks indicate significant differences according to one-way ANOVA with LSD post hoc test (*p* < 0.05).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/9/2026/s1: Figure S1. Reversion of photorespiratory-induced F_v_’/F_m_’ decline in *Nicotiana tabacum cat1* mutants by pakerine; Figure S2. Perturbations showing similarity to pakerine-induced transcriptional changes in wild-type *Arabidopsis*; Figure S3. Impaired seed development in *aim1-2 cat2-2* double mutant plants; Figure S4. Photorespiratory stress alleviating effect of the chemical probes used for affinity purification; Table S1. Primer sequences used for genotyping of T-DNA insertion lines; Table S2. MaxQuant parameters used for mass spectrometry data analysis; Table S3. Global transcriptome profiling of *cat2-2* plants treated with pakerine under control and photorespiratory stress; Table S4. Transcripts that responded to the photorespiratory stress in a pakerine-specific manner according to two-way ANOVA; Table S5. Metabolite profiling of wild-type plants grown in the presence of pakerine; Table S6. Pakerine-induced gene expression in wild-type *Arabidopsis*; Table S7. Structure–activity relationship analysis of 34 pakerine analogues; Table S8. List of identified proteins after affinity purification.

How the deposited data were processed for this re-analysis (not part of the article)

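RNA was measured in leaf material of cat2-2 seedlings in 4 groups of 3 libraries: DMSO, Stress, Pakerine and Stress + Pakerine. According to the methods, the authors trimmed the reads with Trim Galore 0.3.3, aligned them to TAIR10 with TopHat2 2.1.0 and counted reads per gene with featureCounts of Subread 1.4.6, without reads of rRNA, tRNA and other RNA genes. The authors then kept genes above 0.12 CPM in 3 or more samples, normalized by TMM, tested with edgeR and adjusted by Benjamini-Hochberg. Which edgeR test was used is not named. The deposited data used here are a single table with 21882 genes. In none of its genes do the 4 group means sum to less than 0.12 CPM, and the lowest sum is 0.247 CPM.

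The expression values that the authors give for each group in the deposited table are in CPM, averaged by the authors over the libraries of the group. They sum to between 999887 and 999914 per group, so that no TMM factor is part of them. The fold changes in the authors' deposited table are in log2 units and come from the TMM-normalized edgeR fits of the authors. For genes with at least 1 CPM in both groups they lay within 0.1 of the log2 ratio of the mean CPM for 17186 of 17948 genes in stress against DMSO and for 17785 of 18140 in pakerine against DMSO. The p-values and FDR in the authors' deposited table are those of the authors' edgeR tests, with the FDR adjusted by Benjamini-Hochberg over all genes. Recomputed FDR and recomputed calls at the paper's thresholds (FDR of at most 0.01 and an absolute log2 fold change of at least 1) equalled the listed ones for all 21882 genes, with a tolerance of 1e-06 for the FDR. The listed interaction equalled the difference between the stress effects with and without pakerine within 0.01 for 21879 genes. The groups were taken from the headings of the table. For 6 of the 12 libraries the title and the treatment fields of the labels name different groups, which does not enter the table.

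The number of counted reads per library was read from the lowest mean CPM values, which are sums of 3 different steps per group, with a tolerance of 2e-08 CPM. These steps account for 100% of the mean values under 0.12 CPM, and the median library had 30478386 reads in DMSO, 30437625 in Stress, 32135080 in Pakerine and 32142170 in Stress + Pakerine. The reads behind a group mean were estimated from it and the library sizes, and a ratio between groups was given a 95% counting interval, which covers counting error only. Spreads per gene could not be taken from single libraries, so that no spread or interval of a fold change is given. The authors' FDR beside each fold change is an adjusted p-value and does not measure its precision.

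Stress + Pakerine against DMSO is not part of the table. Its log2 fold change was computed as the sum of those for stress and for pakerine under stress. Its p-value comes from a normal approximation, in which the spread of each gene is the median of the spreads that the authors' log2 fold changes and p-values imply in the 5 comparisons. Values of this comparison are called estimated. The approximation was tested on simulated data drawn from the same model that it assumes, which is a weak test. The stronger one applied it to comparisons that the table holds, each left out in turn, where it called 1652 genes for stress (1623 of the authors' 1688) and 990 for pakerine (970 of the authors' 1025). Distances between groups are root mean square log2 fold changes over the 3000 genes that differ most in a pair, scaled in 2 dimensions. Overlaps of called genes are given per direction beside the product of the counts divided by 21882. Comparisons with shared DMSO libraries were set against 100 simulated draws without any effect. Shared 75-base stretches were counted between transcripts of the TAIR10.1 assembly, exactly and with 2 mismatches allowed, and 21731 genes of the table were matched to it.

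Before the data were examined, 26 gene lists were fixed: JA biosynthesis, JA response, SA biosynthesis, SA response, peroxisomal β-oxidation, photorespiration, antioxidant enzymes, H2O2-responsive transcripts, xenobiotic detoxification, auxin response, senescence, polyamine metabolism, nuclear photosynthesis genes, circadian clock, hypoxia, carbon starvation, heat shock, ABA response, class III peroxidases, root cell markers, suberin, cell division, camalexin and indole glucosinolates, aliphatic glucosinolates, flavonoids and anthocyanins, and sulfur deficiency. A member rose or fell when its FDR was at most 0.05, counted with the FDR over all genes and again with p-values adjusted over the list alone. Each list was tested as a set in 5 comparisons with limma 3.58.1 (cameraPR on z-values from the authors' p-values, preset correlation of 0.01), and the 130 p-values were adjusted by Benjamini-Hochberg. Simulated z-values with a single shifted list were used to check this test. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3.

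Genes are named in the text by a rule fixed before the data were examined: every measured gene that the paper names; for each comparison the 5 called genes with the largest increase and the 5 with the largest decrease, at an average of at least 1 on the log2 CPM scale; for the interaction the 10 called genes with the smallest FDR; and for each list up to 4 members per comparison with the smallest FDR. A further condition of that rule, that all libraries of a group lie above all of the other, was dropped because it needs values per library. Genes with an FDR over 0.05 are named where the paper names them, where the same gene is given in another comparison, or where a count of 5 or fewer needs them. Members named beside counts of 5 or fewer that the other parts of the rule do not reach, such as DIT1, MDAR6, FSD2, FSD3, JAZ7, CHIB, RBCS1B, RBCS2B, PER12 and SUS4, were named after their values were seen, as were PDF1.2b, the genes of a second root list and the most abundant root markers.

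The alternatives tried were an FDR of at most 0.05 or 0.01 with no fold minimum, the called genes in place of all genes for correlations and 500 in place of 3000 genes for distances, all set before the data were examined. Chosen after seeing the data were a minimum average of 1 CPM, nuclear genes alone (without 87 plastid and 38 mitochondrial genes), ratios of mean CPM with 0.1 or 1 added, the mean in place of the median of the spreads, the thresholds of the Venn counts, and, for the lists as sets, a preset correlation of 0.05, ranks, or log2 fold changes in place of z-values. Tests that need values per library, among them all planned fits of counts, were left out because the group means and test results of the authors were used here. The other experiments of the paper, such as the chlorophyll fluorescence, growth, metabolite, microarray and affinity purification measurements, were not analysed here.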

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

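Of the tests below, those on root hair and endodermis markers, on dilution, on few reads of the interaction genes, on the time of harvest and on few reads of PDF1.2a were chosen after the result was seen, as was the rule by which gene lists are given here (a set test with adjusted p under 0.05 with z-values, with ranks, with log2 fold changes and with a preset correlation of 0.05, with 2 or more members for the interaction and without a gene that the paper names for the other comparisons), while the second root list and the shared stretches of the defensins were tested with bounds set before.

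The effect of stress differed between pakerine-treated and mock-treated plants by the test of the difference itself, the interaction in the authors' deposited table, for 51 genes at the thresholds of the paper's pairwise comparisons. Members with an interaction at an FDR of at most 0.05 numbered 2 in JA biosynthesis (LOX2 and AOC2), 8 in JA response, 3 in H2O2-responsive transcripts (UPOX, GSTU25 and HSP17.6A), 3 in xenobiotic detoxification (GSTU4, GSTU25 and GSTF6), 6 in nuclear photosynthesis genes, 4 in the circadian clock, 6 in heat shock, 2 in cell division and 5 in sulfur deficiency. Xenobiotic detoxification had 5 when adjusted over the list alone, and adjusted p = 2.9e-05 as a set (limma's cameraPR), with GSTU4 at an interaction of 0.96 (FDR = 0.0019) in the authors' deposited table. Members occur in more than 1 list, as GSTU25 and HSP17.6A do.

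Other signals lie in gene counts and gene groups that the paper's text does not give for cat2-2 plants, although it names single genes of these comparisons (peroxidases and defensins) and, in another experiment, hypoxia among the signatures similar to pakerine treatment. Stress + Pakerine against Pakerine called 1465 genes and Stress + Pakerine against Stress called 1045 in the authors' deposited table. With stress in pakerine-treated plants, 19 SA response genes, 13 camalexin and indole glucosinolate genes and 11 sulfur deficiency genes rose, with SDI1 of the last group at a log2 fold change of 2.71 (FDR = 6.7e-24) in the authors' deposited table. With stress in mock-treated plants, 20 antioxidant enzymes rose and 3, MDAR6, FSD2 and FSD3, fell, and 14 cell division genes and 11 aliphatic glucosinolate genes fell. With pakerine in non-stressed plants, 12 clock genes, 9 hypoxia genes and 8 heat shock genes fell (12, 9 and 11 when adjusted over the list alone). In that comparison 2 hypoxia genes, ACO1 and SUS4, 1 heat shock gene, BIP3, and 8 suberin genes rose. With pakerine under stress, 14 carbon starvation genes and 4 ABA response genes (RAB18, COR15B, COR47 and ABI1) fell, and 12 root cell markers and 2 ABA response genes (CYP707A1 and CYP707A3) rose.

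Root cell markers were higher with pakerine in samples described as leaf material, with 905 genes called higher and 120 lower without stress and 989 and 56 under stress in the authors' deposited table. Of the 18 measured markers the DMSO samples express 12 at 1 CPM or more, and none is in another of the 26 lists; the most abundant, SCR and PRP3, had the authors' mean of 44.0 and 14.8 CPM in DMSO and 45.3 and 53.6 CPM in Pakerine in the deposited table. In a second list of 14 root-expressed genes, 11 of them at 1 CPM or more in DMSO and 0 in another list, 11 (78.6%) rose without stress, just short of the 80% set in advance, and 14 rose under stress, although the most abundant of them, PYK10, went from 1547 to 1837 CPM without stress, a log2 fold change of 0.23 (FDR = 0.13) in the authors' deposited table. The median of 40 photosynthesis genes was -0.05, 2.25 SD above the LHCB2 mean of -1.08. The LHCB2 genes belong to these 40 and were picked after their values were seen, so that this gap is no fair test. The median alone shows that the 40 genes did not fall together by that amount, which argues against dilution of leaf RNA as the source of the lower LHCB2 transcripts. It cannot tell whether a smaller dilution took place, and so does not bear on the source of the root markers. A larger share of root tissue stays open: root hair markers rose more than endodermis markers by 3.83 SE without and 6.29 SE under stress (exact permutation p = 0.0238 and 0.00476 over 210 splits), but with markers of at least 1 CPM, 3 against 4, with p = 0.0571 and 0.0286 over 35 splits, which can give no smaller p than 0.0286, and a response of the plants to pakerine, which the design names, was not tested apart from it. These SE and p-values take the marker genes as independent replicates, which they are not, and hold no spread between libraries.

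Among the 73 genes with an interaction at an FDR of at most 0.01, the pakerine effect was larger without stress for 51. Few reads as the source are argued against by the 55 genes with 1 CPM or more in every group, of which 39 (70.9%, 95% exact interval 57.1% to 82.4%, too narrow because genes are not independent) had the larger effect without stress; this test replaced a first one, also seen, by which 18 of the 73 (24.7%) and 18 of the 51 with an absolute log2 value of 1 or more (35.3%) lay under 1 CPM in a group. Harvest of a non-stressed group at another time of day cannot be told apart from an effect of pakerine, and the methods give no time of day. Of 22 clock genes, 12 fell and 0 rose with pakerine without stress, and 8 fell and 2 rose under stress. Fisher's exact test of the 12 and 10 changed genes gave p = 0.763. It takes the counts as independent although both are of the same 22 genes, so that it decides nothing here. An effect of pakerine that stress covers or cancels stays open as untested.

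PDF1.2a, PDF1.2b, PDF1.2c and PDF1.3 all fell with pakerine in non-stressed plants, with PDF1.2a at -4.91 (FDR = 3.7e-13) and PDF1.2b at -2.07 (FDR = 0.00083) on the log2 scale of the authors' deposited table. Reads shared between the copies are argued against by the transcripts, of whose 75-base stretches 0% occur in another of the 4. With 2 mismatches allowed the share was from 6.53% for PDF1.2a to 18.1% for PDF1.2c. Reads trimmed to fewer than 75 bases, which the methods also kept, were not tested. Few reads are argued against by the counting interval of the ratio of DMSO to Pakerine for PDF1.2a, whose lower bound is 9.44, although it leaves out the spread between replicates. Harvest of a non-stressed group at another time of day, which stays open for the interaction genes, stays open here too, so that lower JA or ethylene signaling with pakerine is left as an untested hypothesis.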

How the results depend on the processing

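The FDR thresholds with no fold minimum for pairwise and interaction counts, the correlations over called genes and the distances over 500 genes were planned; the CPM minimum, nuclear genes, ratios of mean CPM, the other spread, the thresholds of the Venn counts and the settings of the set tests were chosen after seeing the data. Where a fold minimum is dropped or fewer genes are tested, the change follows from that construction; for the other changes the cause was not tested.

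With an FDR of at most 0.05 or 0.01 and no fold minimum, called genes numbered 8753 and 6483 for stress, 3270 and 2083 for pakerine, 7736 and 5691 for stress with pakerine, 3141 and 2058 for pakerine under stress, and 9991 and 7626 (estimated) for both against DMSO; the interaction had 159 at 0.05 and 73 at 0.01. The Venn overlap of the 3 comparisons was then 1256 and 582, and their total 12644 and 9789. With genes of at least 1 CPM, pakerine called 617 without and 605 under stress. With 1 CPM added to ratios of mean CPM, stress called 842, pakerine 325, stress with pakerine 867, pakerine under stress 368, and both against DMSO 1144. The other 19 of 37 counts lay within 1.5 times the reported one. With no fold minimum more genes were higher than lower in each comparison, but the splits moved. For stress the split went from 1136 and 552 to 4401 and 4352 at 0.05 and to 3492 and 2991 at 0.01. For pakerine it went from 905 and 120 to 2157 and 1113 and to 1519 and 564. For pakerine under stress it went from 989 and 56 to 2214 and 927 and to 1596 and 462. For stress with pakerine it went from 1135 and 330 to 4201 and 3535 and to 3303 and 2388.

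Over called genes, the correlation of stress and pakerine effects went from 0.030 to -0.095, that of the combined effect was 0.757 with stress and 0.390 with pakerine, and across stress or pakerine the same effect gave 0.844 and 0.694. The ratio of the stress to the pakerine distance was 1.29 over 500 genes and 1.23 over 3000.

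The log2 fold changes of named genes kept their sign in 1442 of 1442 comparisons with an alternative, and counts of list members stayed within 1.5 times in 512 of 520. The first result is a weak check. Its alternatives were ratios of mean CPM with 0.1 or 1 added, and adding a constant to 2 means cannot change the sign of their ratio. The second covers the minimum of 1 CPM and nuclear genes alone, of which the latter can change little in lists of nuclear genes. Of 390 set tests under other settings, 356 stayed on their side of the threshold, 26 became weaker and 8 stronger; of 130, 83 passed as reported, 71 with a preset correlation of 0.05, 82 with ranks and 78 with log2 fold changes. Counts of called genes for pakerine rest in part on low values: 405 of 1025 averaged less than 1 CPM.

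No paired analysis was possible because the table holds group means, without values per library. For the same reason the planned fits of counts, the Wald and likelihood ratio tests, voom, RLE size factors, other count filters, fits of 2 groups, a replicate block, leaving out each replicate, the exchange of 6 labels, camera with an estimated correlation, other splits of the samples and the scaling of single libraries with its permutation test were not run.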

Differences from the paper's values

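No value of the paper for a measure computed here differed by more than 1.5 times, but some of the matches were certain beforehand. The largest ratio was 1.43, for the interaction: the paper's 73 genes against 51 at the thresholds of its pairwise comparisons, where its text names no threshold for the interaction; an FDR of at most 0.01 with no fold minimum, an alternative set before the data were examined, gives 73. For Stress + Pakerine against DMSO the estimated count was 2424 beside the paper's 2520, and the total over the 3 comparisons against DMSO was 3204 beside the paper's 3260. The counts of 1688 for stress, 1025 for pakerine and 73 for the interaction come from the authors' own listed values. Their match with the paper was therefore certain and is no reproduction. The paper's counts for the regions of its Venn diagram were taken from the figure. Its reads per library are reads generated, while counted reads were computed here, so that these are unlike measures.

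On 3 defensins, the paper states that pakerine treatment during stress increased transcripts that were lower in non-stressed plants, and later that stress still induced them. Stress in pakerine-treated plants raised PDF1.2a, PDF1.2c and PDF1.3 (log2 7.77, 7.16 and 4.77), and pakerine alone lowered them (log2 -4.91, -3.77 and -2.57) in the authors' deposited table. Within stressed plants, however, pakerine against mock treatment had log2 fold changes of 0.12 (FDR = 0.80), 1.05 (FDR = 0.049) and -0.59 (FDR = 0.059), and stress without pakerine raised all 3 (log2 2.73, 2.33 and 2.79) in the authors' deposited table.

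On masking, the paper states from Fig. 2C that stress mostly masked the changes by pakerine, a degree that is not a count of genes, so that the calls below measure something else. Of the 1025 genes called for pakerine without stress, 657 (64.1%) were called in the same direction for pakerine under stress in the authors' deposited table. These are 647 of the 905 higher genes and 10 of the 120 lower genes, and the low share of the lower genes goes with the statement.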

Other observations

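No test in this part was chosen after its result was seen except the preset correlation of 0.05 for flavonoids; the lists were fixed before the data were examined, and SUS4 was named after its value was seen.

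Of 15 genes of camalexin and indole glucosinolates, 12 rose and 0 fell with stress in mock-treated plants (13 and 0 when adjusted over the list alone, limma's cameraPR adjusted p = 1.6e-10), with CYP71A12 at a log2 fold change of 5.00 (FDR = 9.8e-49) in the authors' deposited table. Of 15 genes of aliphatic glucosinolates, 11 fell and 0 rose with stress (11 and 0 when adjusted over the list alone, adjusted p = 0.000120), and 11 rose and 0 fell with pakerine under stress (11 and 0 when adjusted over the list alone, adjusted p = 1.7e-07). CYP79F1 had a log2 fold change of -1.02 (FDR = 1.4e-11) with stress and MAM3 one of 1.03 (FDR = 5.1e-14) with pakerine under stress in the authors' deposited table. Of 10 measured flavonoid and anthocyanin genes, 7 rose and 0 fell with stress (7 and 1 when adjusted over the list alone), a set result of adjusted p = 0.0289 that was 0.0682 with a preset correlation of 0.05, and CHS, FLS1 and MYB12 were the 3 that rose with pakerine in non-stressed plants, where 0 fell (3 and 2 when adjusted over the list alone).

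Of 17 hypoxia genes, 9 fell and 2, ACO1 and SUS4, rose with pakerine in non-stressed plants (9 and 3 when adjusted over the list alone, limma's cameraPR adjusted p = 0.000863). With stress in sealed plates, 3 of them rose and 5 fell (3 and 5 when adjusted over the list alone, adjusted p = 0.456). Of 16 ABA response genes, 4 fell and 2, CYP707A1 and CYP707A3, rose with pakerine under stress (7 and 3 when adjusted over the list alone, adjusted p = 0.00787), with RAB18 at a log2 fold change of -1.23 (FDR = 2.3e-17) in the authors' deposited table. Of 19 genes of polyamine metabolism, 8 rose and 5 fell with stress (8 and 5 when adjusted over the list alone, adjusted p = 0.797), with ARGAH2 at 1.03 (FDR = 6.7e-21) and ADC2 at -0.49 (FDR = 0.00084) on the log2 scale of the authors' deposited table.

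Genes that the paper names in other experiments had these log2 fold changes with stress and with pakerine alone in the authors' deposited table: HBP1 0.98 (FDR = 6.7e-16) and 0.33 (FDR = 0.035), UGT74E2 1.89 (FDR = 7.8e-08) and -1.24 (FDR = 0.0012), ANAC032 1.07 (FDR = 2.8e-21) and 0.07 (FDR = 0.76), ANAC102 1.16 (FDR = 2.2e-11) and -0.04 (FDR = 0.91), TOLB 0.66 (FDR = 7.5e-06) and -0.36 (FDR = 0.050), IAA29 -0.83 (FDR = 0.045) and 0.61 (FDR = 0.21), SAG21 -0.86 (FDR = 1.4e-07) and 0.13 (FDR = 0.63), MFP2 0.39 (FDR = 5.0e-05) and -0.17 (FDR = 0.20), and PXA1 0.34 (FDR = 0.0043) and -0.11 (FDR = 0.56).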
